# Conserved, divergent and heterochronic gene expression during *Brachypodium* and *Arabidopsis* embryo development

**DOI:** 10.1007/s00497-021-00413-4

**Published:** 2021-05-05

**Authors:** Zhaodong Hao, Zhongjuan Zhang, Daoquan Xiang, Prakash Venglat, Jinhui Chen, Peng Gao, Raju Datla, Dolf Weijers

**Keywords:** *Brachypodium distachyon*, Embryogenesis, RNA-seq

## Abstract

**Key message:**

Developmental and transcriptomic analysis of *Brachypodium* embryogenesis and comparison with *Arabidopsis* identifies conserved and divergent phases of embryogenesis and reveals widespread heterochrony of developmental gene expression.

**Abstract:**

Embryogenesis, transforming the zygote into the mature embryo, represents a fundamental process for all flowering plants. Current knowledge of cell specification and differentiation during plant embryogenesis is largely based on studies of the dicot model plant *Arabidopsis thaliana*. However, the major crops are monocots and the transcriptional programs associated with the differentiation processes during embryogenesis in this clade were largely unknown. Here, we combined analysis of cell division patterns with development of a temporal transcriptomic resource during embryogenesis of the monocot model plant *Brachypodium distachyon*. We found that early divisions of the *Brachypodium* embryo were highly regular, while later stages were marked by less stereotypic patterns. Comparative transcriptomic analysis between *Brachypodium* and *Arabidopsis* revealed that early and late embryogenesis shared a common transcriptional program, whereas mid-embryogenesis was divergent between species. Analysis of orthology groups revealed widespread heterochronic expression of potential developmental regulators between the species. Interestingly, *Brachypodium* genes tend to be expressed at earlier stages than *Arabidopsis* counterparts, which suggests that embryo patterning may occur early during *Brachypodium* embryogenesis. Detailed investigation of auxin-related genes shows that the capacity to synthesize, transport and respond to auxin is established early in the embryo. However, while early PIN1 polarity could be confirmed, it is unclear if an active response is mounted. This study presents a resource for studying *Brachypodium* and grass embryogenesis and shows that divergent angiosperms share a conserved genetic program that is marked by heterochronic gene expression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00497-021-00413-4.

## Introduction

Angiosperms represent a diverse group of plants that share a number of characteristics: a dominant diploid sporophytic state, true embryos with precursors for the major tissues, including meristems, an elaborate vascular transport system, seeds and flowers. Both major groups of angiosperms: dicots and monocots, encompass crops as well as genetic model organisms. In both groups, the embryo represents a relatively simple form in which—from a fertilized egg cell—a miniature plant emerges that has primordial organs and tissues, including meristems that sustain post-embryonic growth. Few models have been used to extensively study progression and genetics of embryo development, and these include the dicots tobacco, *Arabidopsis thaliana* and soybean, as well as the monocots rice, maize and wheat (Armenta-Medina et al. 2021; Palovaara et al. 2016). From these analyses, as well as from earlier comparative embryology (Johri 1984), it is evident that the morphology and developmental progression is very different between dicots and monocots. In fact, it is difficult to even identify homologous stages based on morphology. Thus, whereas there is a prominent body of literature on genetic regulation of *Arabidopsis* embryogenesis (reviewed in Palovaara et al. 2016; ten Hove et al. 2015), it is far from trivial to transpose this toward monocot plants (Zhao et al. 2017). Following the identification of developmental regulators in *Arabidopsis*, analysis of expression patterns of maize or rice homologs has shown that there is both conservation and divergence of expression patterns. For example, within the *WOX* family, some members show different patterns between *Arabidopsis* and maize (Haecker et al. 2004; Nardmann et al. 2007), while the pattern of *WOX5* appears conserved between *Arabidopsis*, maize and rice (Kamiya et al. 2003; Nardmann et al. 2007; Sarkar et al. 2007). Likewise, the *Arabidopsis STM* and maize *KN* genes have similar expression (Kerstetter et al. 1997; Long and Barton 1998; Smith et al. 1995). Thus, a major open question is how (dis)similar embryo developmental patterns and their regulation are between monocots and dicots.

Several studies have focused on monocot embryogenesis from either a morphological (Black et al. 2006; Guillon et al. 2012; Itoh et al. 2005; Smart and O'Brien 1983) or transcriptional (Chen et al. 2017; Itoh et al. 2016; Yi et al. 2019) perspective. From these, however, it is not yet clear how the developmental transitions and emergence of pattern elements are connected to genome-wide gene expression patterns. At the same time, it is not yet clear how the transcriptional landscape of monocot embryogenesis relates to that found in dicots.

Here, we focus on the development of the *Brachypodium distachyon* embryo. *Brachypodium* is a monocot grass model plant (Scholthof et al. 2018) that is closely related to wheat, yet is diploid, has a small size and short life cycle that allows cultivation in laboratory conditions and has not been domesticated. Thus, it represents a “wild” grass model. The *Brachypodium* genome has been sequenced (The International Brachypodium Initiative 2010), and the species is being used as model for bioenergy (Cass et al. 2016), root development (Agapit et al. 2020) and flowering (Qin et al. 2017), among others. Given that closely related crop relatives, such as wheat, are seed crops, there is an interest in understanding the control of embryo and grain development. An initial description of grain development (Guillon et al. 2012) showed that general developmental patterns of embryo development are comparable between *Brachypodium* and other grasses.

Here, we combined detailed analysis of cell division patterns with stage-specific transcriptome analysis to provide insights into *Brachypodium* embryogenesis. By comparative transcriptomics, we find that the early and late embryo phases share genetic programs between *Brachypodium* and *Arabidopsis*, whereas mid-embryogenesis is divergent. Analysis of orthology groups reveals widespread heterochrony of embryo development, where *Brachypodium* appears to express many genes at earlier stages than the *Arabidopsis* counterpart. Detailed investigation of auxin transport and response shows conserved expression between species, but it is unclear if the hormone controls embryogenesis in *Brachypodium*. Thus, embryogenesis in *Brachypodium* is marked by a conserved angiosperm transcriptional program, as well as lineage-specific programs and heterochronic expression of many potential regulators.

## Results

### *Brachypodium distachyon* embryo development

Embryo development of several grass species have been described. Generally, embryo stages are comparable between *Brachypodium* and wheat (Guillon et al. 2012; Xiang et al. 2019). Here, we extended earlier descriptions of embryogenesis with an emphasis on early, morphogenetic stages. Through whole-mount microscopy and scanning electron microscopy, we confirmed the previously described stages and here systematically name these as two-cell embryo or quadrant (TCQ; Fig. 1A), pro-embryo (PEM; Fig. 1B), transition (TRA; Fig. 1C, D), leaf early (LEE; Fig. 1E–G), leaf middle (LEM; Fig. 1H, I), leaf late (LEL; Fig. 1J, K) and mature (MAT; Fig. 1L, M). For the earliest stages, we additionally performed ClearSee-based staining (Ursache et al. 2018), followed by high-resolution confocal microscopy (Fig. 1N–U) and cell segmentation (Fig. 2) (Yoshida et al. 2014). In the following, we describe the morphogenetic hallmarks of embryo progression and its cellular basis.

**Fig. 1:**
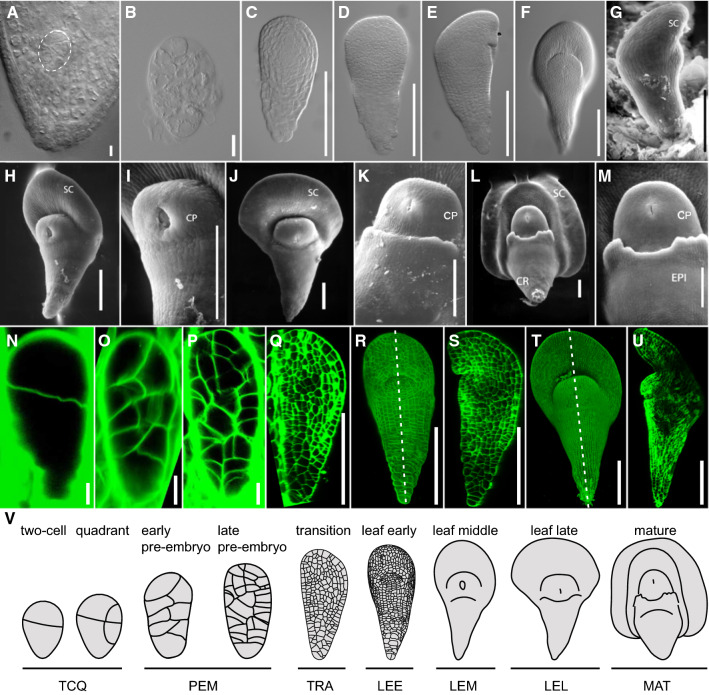
Development of *Brachypodium* embryos. Development in successive stages of Brachypodium embryos was visualized by light microscopy (**A**–**F**), scanning electron microscopy (**G**–**M**), and confocal imaging (**N**–**U**). Stages are two-cell or quadrant (**A**, **N**), pro-embryo (**B**, **O**, **P**), transition (**C**, **D**, **Q**), leaf early (**E**–**G**, **R**, **S**), leaf middle (**H**, **I**, **T**, **U**), leaf late (**J**, **K**), and mature (**L**, **M**). **S**, **U** are optical section along the white dashed lines in (**R**, **T**). Embryos in (**A**, **N**–**P**) are inside seeds, while all others were removed from the seed. **V** Full series of developmental stages and nomenclature. Scale bars: 5 µm in (**A**, **N**), 10 µm in (**B**, **O**, **P**), 50 µm in (**I**, **K**, **M**) and 100 µm in (**C**–**H**, **J**, **L**, **Q**–**U**). *SC* scutellum, *CP* coleoptile, *CR* coleorhiza, *EPI* epiblast

**Fig. 2:**
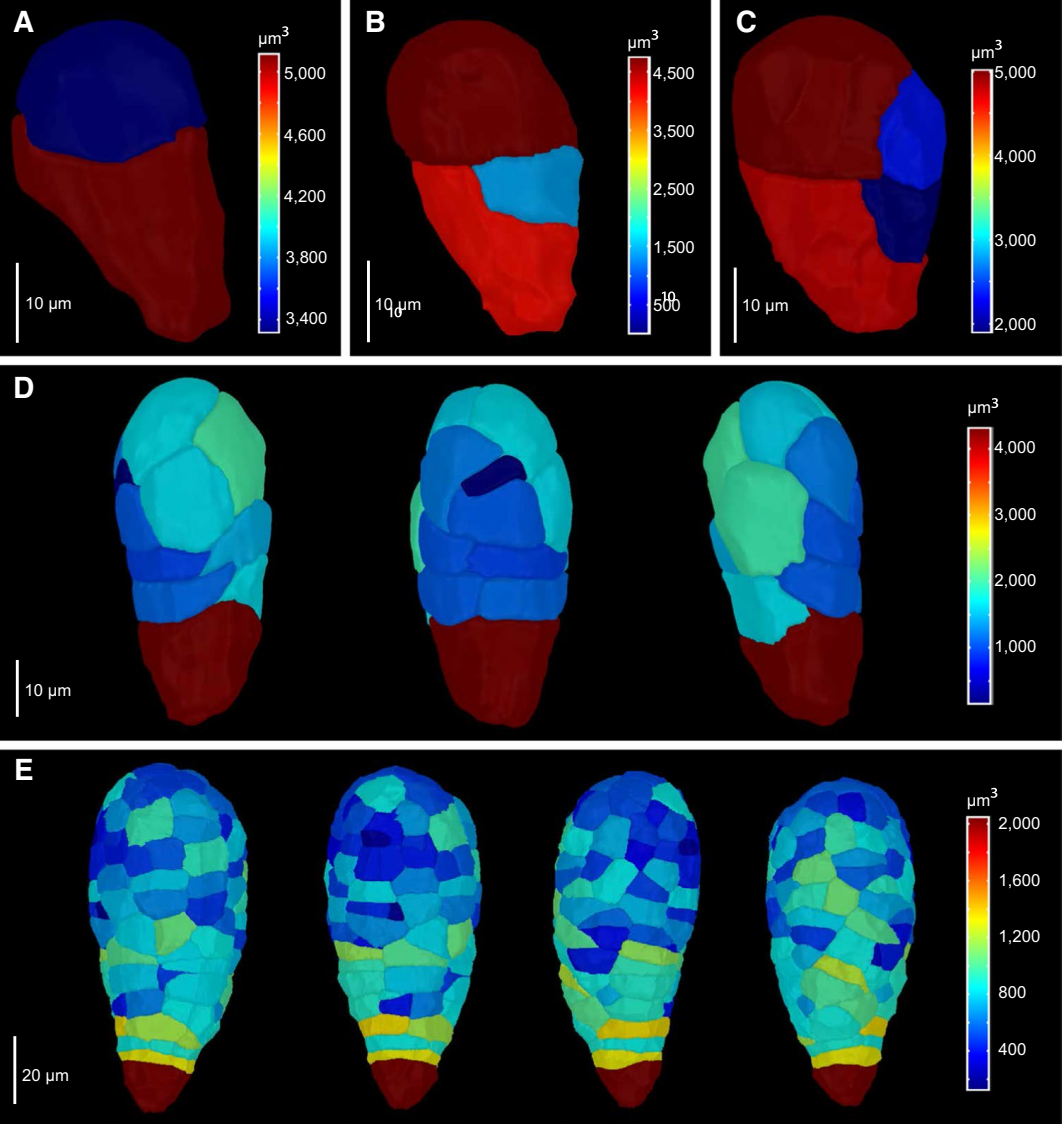
Division patterns in early Brachypodium embryos. *Brachypodium* embryos were imaged and segmented at two-cell (**A**), three-cell (**B**), four-cell (**C**), pro-embryo (**D**) and transition stages (**E**) by using confocal microscopy and MorphographX. In (**D**) and (**E**), the same embryos are shown from different angles. False color scale shows the volume of cells

Analysis of the earliest stages of embryogenesis revealed that zygote division is asymmetric (Figs. 1N and 2A), generating a small apical and large basal cell. Following this initial, asymmetric division, each of the daughter cells again divides asymmetrically, generating two neighboring small cells (Fig. 2B, C). While the following divisions were less stereotypical, the pattern of divisions generated a cluster of small cells, likely from the initial two small daughter cells, surrounded by a group of larger cells (Fig. 2D, E). At early stages, the embryo thus already displays the laterally bent structure that characterizes later stages. From the lateral region of larger cells, the scutellum originates, while a dome that marks the shoot apical meristem (SAM) area arises underneath the scutellum (Fig. 1R, S, V). An axis of smaller cells extends basally from the SAM, but distinct tissues, such as the future root meristem, are not readily anatomically recognizable until the leaf late stage (Fig. 1U). The scutellum was developed into a shield-shape, and a bulging coleoptile was clearly observed in the leaf middle stage (Fig. 1T, U, V). At the same time, differentiation of epiblast cells occurred and further developed in the two subsequent stages, the leaf late and mature stages (Fig. 1J–M, V). Thus, while clear organs and structures are anatomically visible at the LEE, LEM, LEL, and MAT stages, no clear landmarks of patterning can be observed prior to this. Yet, the first divisions of the zygote are regular, which suggests the potential existence of an early pattern formation process.

### A reference transcriptome of the developing *Brachypodium* embryo

To generate molecular insight in the developmental progression of *Brachypodium* embryogenesis, we sampled isolated embryos from the 7 stages discussed in the previous section. Considering the substantial morphological changes occurring between the leaf early stage and the leaf middle stage, we collected an additional embryo stage, with an embryo length of 180 ± 25 μm (E180), between these two stages. We also collected embryo samples with a length of 400 ± 25 μm (E400), showing micro-morphological characteristics that were identical to that of embryos at the LEM stage. In addition to these nine embryo stages, we also collected three non-embryo tissues, including early endosperm (EEN), late endosperm (LEN) and seed coat (SEC), corresponding to the embryo stage of TRA, LEL and LEL, respectively. These were sampled with the aim to generate a reference transcriptome to correct for contamination with abundant endosperm and seed coat tissues during embryo isolation.

We next performed RNA-sequencing (RNA-seq) analysis on duplicates or quadruplicates of all nine embryo stages and three endosperm and seed coat samples. 

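Expression values of 20 Brachypodium libraries were analysed here, 2 from each of 7 embryo stages (TCQ, PEM, TRA, LEE, LEM, LEL and MAT) and 2 from each of 3 non-embryo tissues (EEN, LEN and SEC). The E180 and E400 embryos were not analysed here. Each library was made from embryos, or tissues of grains, pooled within a biological replicate. Early embryos gave too little RNA for a library, so the mRNA of all stages was amplified to antisense RNA before library preparation, and 4 libraries shared a sequencing lane. The authors quantified the filtered reads with Salmon on representative gene models of Bd21, the reference line of Brachypodium. They deposited log2 CPM values, counts relative to the size of the library with the authors' normalization, for each gene and library. Read numbers per library are not given in the sources used here, so the depth behind a value is unknown and no counting interval is given. For 4781 genes the lowest value recurred exactly in several libraries. This value is called the floor of a gene here (median floor of -2.75 log2 CPM), and a gene listed at its floor may still be transcribed below the detection limit. The log2 CPM values were tested as they are with limma, in a single fit of the 20 libraries without covariates, so that all groups shared an estimate of the spread. A gene was tested if it was above 1 CPM (log2 CPM above 0) in at least 2 libraries. Adjusted p-values are Benjamini-Hochberg values, called at 0.05, and differences are given as log2 changes. The replicates of a group differed by a median of 0.129 to 0.276 log2 CPM per gene, and the library medians ran from 2.52 to 2.98. Counts of higher and lower genes therefore depend on how the libraries are scaled to each other.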

Among the 34,260 annotated protein-coding genes in the *Brachypodium* genome (The International Brachypodium Initiative 2010), 69.32% (23,749 genes) were expressed in at least one sample and 66.99% (22,951 genes) were differentially expressed (FDR < 0.05) between at least two different samples. 

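Transcripts changed across most of the measured genome. Of the 23749 genes with a value, 22902 passed the minimum of 1 CPM in 2 libraries, and 22594 of these (98.7%) differed among the 7 embryo stages and 3 non-embryo tissues taken as 10 groups (limma F-test). Among the embryo stages alone, 21368 genes (93.3%) differed. The steepest rise from TCQ to MAT among genes reaching a stage mean of 5 log2 CPM was that of Bradi4g31003.1, at 1.62 log2 CPM per developmental time unit (DTU, a pseudotime from 0 to 10; SE 0.03, adjusted p = 8.9e-16 from limma). The steepest fall was that of Bradi1g04430.1, at -1.62 per DTU (SE 0.02, adjusted p = 5.3e-18), from 11.10 log2 CPM at TCQ. The sources used here do not pair identifiers with gene names or descriptions, apart from the genes labelled in Figs. 5, 6 and 7R.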

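Each step between successive stages changed a large part of the genes. From TCQ to PEM, 12197 genes changed (6565 higher at PEM and 5632 lower), among them Bradi4g03511.1, which rose by 5.29 log2 (SE 0.29, adjusted p = 8.4e-09 from limma), and Bradi1g26790.1, with a change of -5.13 (SE 0.37). From LEE to LEM, 11894 genes changed (5735 higher and 6159 lower), with Bradi1g63180.2 up by 8.79 log2 (SE 0.53). This step spans the E180 embryos, which were not analysed here. From LEL to MAT, 12025 genes changed, and Bradi4g22190.1 had a change of -8.47 (SE 0.17). The steps from PEM to TRA (6699 genes), from TRA to LEE (5013 genes) and from LEM to LEL (8495 genes) were smaller, and their median absolute changes over all tested genes were 0.33, 0.30 and 0.40 log2, against 0.55 to 0.57 for the others. Of the genes that changed from LEL to MAT, 47.0% were higher at MAT, but 62.3% were with the library medians set equal. From TCQ to PEM these values were 53.8% and 49.0%, and from LEE to LEM 48.2% and 42.2%. Across the 22594 genes that differed among groups, each library correlated best with its replicate (r from 0.985 to 0.994), libraries of successive stages had r from 0.923 to 0.976, and TCQ and MAT libraries r from 0.666 to 0.679. Embryo and non-embryo libraries had r from 0.607 to 0.770. These are correlations across genes, which are not independent replicates. Average linkage on 1 - r separated SEC from all other libraries at 2 clusters, EEN with LEN from the embryos at 3 clusters, and TCQ to LEE from LEM to MAT at 4 clusters. The count from PEM to TRA fell to 4086 without PEM replicate 1, 4436 without PEM replicate 2, 4108 without TRA replicate 1 and 4450 without TRA replicate 2. That from TRA to LEE fell to 2740 without TRA replicate 1, 2591 without TRA replicate 2, 2574 without LEE replicate 1 and 3241 without LEE replicate 2.

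**Figure D1:**
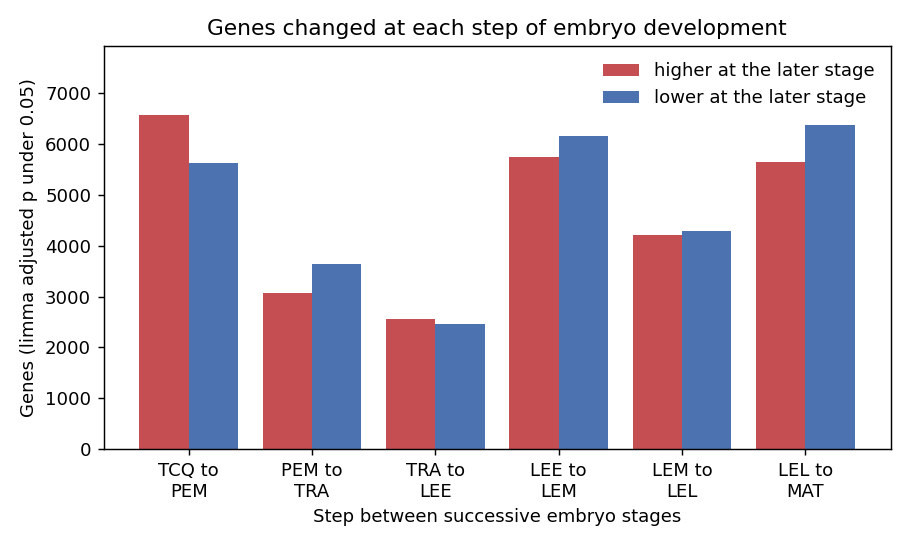
Number of genes higher or lower (y axis) at each step between successive embryo stages (x axis), from limma at an adjusted p under 0.05. The steps from TCQ to PEM, LEE to LEM and LEL to MAT each hold 11894 genes or more, and the step from TRA to LEE the fewest, 5013.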

Hierarchal clustering of the significant changes in gene expression across all samples revealed a progressive transcriptomic shift during *B. distachyon* embryo development and an obvious tissue-specific transcriptome profile between embryo and non-embryo tissues (Supplementary Figs. S1 and S2).

A major concern with manual dissection and sampling of early embryos from the much larger seed coat and dense endosperm is the contamination with non-embryo tissues. Studies in *Arabidopsis* showed that such contamination may confound embryo transcriptome profiling and lead to contentious inferences (Schon and Nodine 2017). Thus, despite making great efforts to avoid contamination during embryo sampling (see Methods), we quantified the expression of some well-known tissue-specific genes across all samples to address the degree of non-embryo tissue contamination. Glutelin is a well-known seed storage protein, which has an endosperm-specific expression pattern in rice (Takaiwa et al. 1996). In the *B. distachyon* genome, glutelin is encoded by seven genes, all of which are specifically expressed in endosperm (Supplementary Fig. S3). Cellulose biosynthesis plays a very important role during seed coat development, particularly in secondary cell wall reinforcement and mucilage attachment (Griffiths and North 2017; Mendu et al. 2011). Seven cellulose synthases are expressed during *Brachypodium* embryogenesis, four of which are highly expressed in seed coat (Supplementary Fig. S4). In addition, studies in *Arabidopsis* (Kunieda et al. 2013), soybean (Gijzen et al. 1993) and prickly sida (Egley et al. 1983) showed that some peroxidases, heme-containing proteins, accumulated in and contribute to seed coat development. Among the 154 peroxidases in the *Brachypodium* genome, 82 are expressed during *Brachypodium* embryogenesis and 17 are highly expressed in seed coat (Supplementary Fig. S5). Lastly, we examined the expression of the closest Brachypodium homologs of the Arabidopsis *ZHOUPI* (Yang et al. 2008) and Wheat *NAC019* (Gao et al. 2021) genes, both of which are specifically expressed in endosperm. The *Brachypodium* homologs are likewise strongly expressed in the endosperm sample (Supplementary Fig. S6). None of these inferred endosperm- or seed coat-enriched transcripts was found to be expressed at appreciable levels in the isolated embryos (Supplementary Figs. S3–S6), and indeed, principal component analysis clearly separates the endosperm and seed coat samples from all embryo samples (Supplementary Fig. S2). 

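Endosperm and seed coat each had genes far above their embryo level. In LEN, Bradi4g28220.1 was 13.97 log2 above the mean of the embryo stages (SE 1.07, adjusted p = 6.2e-09 from limma), and Bradi2g39940.1 was 13.49 above it (SE 0.76). Bradi2g38055.1 and Bradi1g18476.1 were 12.04 (SE 0.94) and 11.78 (SE 0.59) higher in EEN than in embryos. In SEC, Bradi5g17930.1 reached 13.81 log2 CPM, 11.17 above the embryo mean (SE 0.28). In the other direction, Bradi1g04670.1 had a change of -9.28 (SE 0.36) in EEN, and Bradi1g21870.1 of -9.77 (SE 0.36) in LEN. Over all tested genes, 8385 were higher and 8849 lower in EEN than the mean of the 7 stages, 9059 and 9333 in LEN, and 9228 and 9216 in SEC. Of these calls 48.7%, 49.3% and 50.0% were higher in the tissue, but 56.9%, 51.4% and 43.8% were with the library medians set equal, so neither direction prevailed under both scalings. In a principal component analysis of all 20 libraries, the first 3 components held 29.3%, 24.3% and 19.9% of the variance. On the third, EEN and LEN libraries lay from 94.2 to 109, SEC libraries from -143 to -142, and embryo libraries from -28.6 to 4.82. The glutelin, cellulose synthase, peroxidase, ZHOUPI and NAC019 homologs of Supplementary Figs. S3–S6 are not paired with identifiers in the sources used here and were not analysed here. From the low levels of such transcripts in embryos and the separation of the samples, the paper reasons that little endosperm or seed coat was carried along.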

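The share of each tissue's transcripts present in each embryo library was bounded from the genes lowest in embryos. RNA of a tissue carried into an embryo library brings every abundant transcript of that tissue, so the genes with the lowest embryo level set an upper limit on the carried share. Among genes of at least 64 CPM (6 log2 CPM) in a tissue, the 50th lowest ratio of the embryo level to the tissue level was taken, a rank and minimum chosen after the data were examined. For EEN, this share was 0.141% to 0.484% per embryo library over 3143 genes. It was highest at LEE, with a mean of 0.473% ± 0.0147 (SD, n = 2), against 0.250% at TRA and 0.160% at LEM. For LEN, it was 0.0502% to 0.153% over 3151 genes. For SEC, it was 0.434% at TCQ, 0.454% at PEM, 0.258% at TRA and 0.357% at LEE, and 0.0641% or less at LEM, LEL and MAT (3219 genes). The values of 0.141% for EEN (LEL replicate 1 and MAT replicate 1) and 0.153% for LEN (LEL replicate 2 and both MAT libraries) recurred exactly. A gene at its floor gives such equal values, so these are detection limits. The limit on the carried share moves with the rank and the minimum. By the 10th lowest ratio of the stage means among genes of at least 9 log2 CPM, it was 0.217% at LEE, 0.0461% at TRA and 0.0515% at LEM for EEN, and 0.0156% at LEM for SEC. It is for transcripts of the tissue as sampled, EEN at the time of TRA, and LEN and SEC at the time of LEL.

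**Figure D2:**
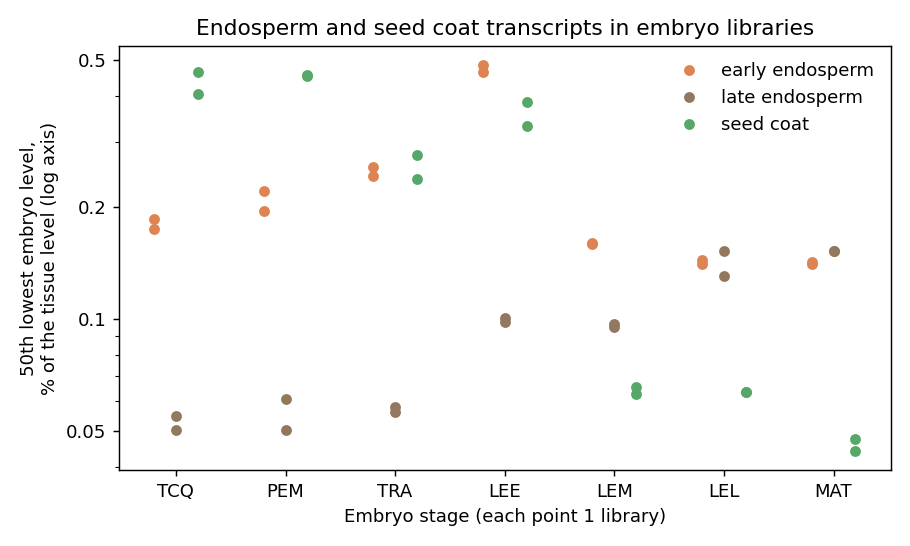
Each point is an embryo library, with its stage on the x axis. The y axis (log scale) gives the 50th lowest embryo level, as a percent of the level in early endosperm, late endosperm or seed coat (colours), among genes of at least 64 CPM in that tissue. All points lie between 0.0441% and 0.484%.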

We thus conclude that there is minimal contamination in the embryo samples.

### Cross-species genomic conservation of embryo development

Morphological patterns of embryo development are very different between monocotyledonous and dicotyledonous plants, and it is an entirely open question whether the progression of developmental events and biological processes follows similar or different trajectories between these divergent groups. To address this question, we used our high-quality temporal transcriptome series for a comparison with datasets derived from the dicot *A. thaliana*, for which several embryo transcriptomes have been reported.

We combined two datasets (Hofmann et al. 2019; Nodine and Bartel 2012) to cover both early embryogenesis and late embryogenesis at high temporal resolution. A total of 19,893 genes (41.14% of all annotated genes) could be detected in embryo samples, and 17,314 genes are differentially expressed (FDR < 0.05) between any two of the developmental stages. A principal component analysis (PCA) showed that the first two PCs cumulatively explained 69.23% of the total variance, and all samples were separated according to their developmental stage (Fig. 3B). We generated a comparable PCA plot for our *Brachypodium* dataset. The PC1 and 2 represented 73.26% of the total variance and stratified all samples in a successive, but distinct developmental trajectory (Fig. 3A). 

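The stages from PEM to MAT followed each other along PC1. The mean PC1 score was -106 at PEM, -76.3 at TRA, -40.5 at LEE, 51.3 at LEM, 102 at LEL and 171 at MAT, while TCQ lay at -101, beside PEM. TCQ and PEM were parted by PC2, where the TCQ libraries scored -117 and -110.0 and the PEM libraries -8.38 and -7.12. PC2 rose to 73.1 and 76.5 in the LEM libraries and fell again to -68.6 and -71.3 in the MAT libraries. Replicates lay close together at TRA (-75.8 and -76.9 on PC1) and farther apart at LEM (41.5 and 61.1) and LEL (91.7 and 112). PC1 held 51.3% and PC2 20.9% of the variance, 72.2% in sum, and PC3 held 11.7%. The components were computed over the 14 embryo libraries and the 21368 genes that differed among embryo stages, each centred and scaled to unit variance.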

The PCA indicates that although great differences exist in the external embryo development of *A. thaliana* and *B. distachyon*, both of their embryogenesis trajectories appear as a gradual development not only at the morphological level but also at the global gene expression level.

**Fig. 3:**
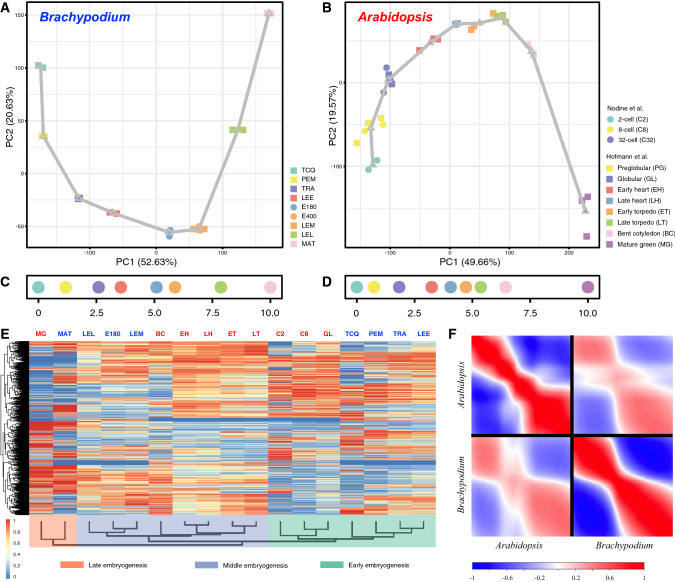
Transcriptional dynamics of *B. distachyon* and *A. thaliana* embryogenesis. All of the differentially expressed genes were used in the PCA plots to stratify embryonic transcriptomes across stages in *Brachypodium* (**A**) and *Arabidopsis* (**B**). Each developmental stage was represented using the centroid location in each PCA plot and adjacent centroids were linked using straight lines, forming an expression trajectory. Then, the rank and distance along the developmental trajectory were used to calculate a developmental time units (DTU) value, scaled from 0.0 to 10.0, as a pseudotime metric in each species (**C**, **D**). **E** The hierarchical clustering of the relative expression data of orthologous genes between *Brachypodium* and *Arabidopsis* shows broad clustering according to embryogenesis phase (early/middle/late). Stage abbreviations are the same as in the key to (**A**) and (**B**). **F** The intra- and interspecific comparisons of embryonic developmental transcriptomes between *Brachypodium* and *Arabidopsis*. The successive stages of embryogenesis (DTU plots from panels **C** and **D**) are plotted on both axes of each plot. Species are indicated on each axis. Pearson correlation: positive, red; no correlation, white; negative, blue

To relate developmental progression between *Arabidopsis* and *Brachypodium* embryogenesis, we calculated a pseudotime metric (Leiboff and Hake 2019), namely developmental time units (DTUs), to reconstruct the molecular ontogenies for each species using the expression trajectory information in their respective PCA plots (Fig. 3C, D). 

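On this scale TCQ was set at 0 DTU and MAT at 10, and PEM fell at 2.19 DTU, TRA at 3.40, LEE at 4.21, LEM at 6.13 and LEL at 7.75. The longest steps were those from LEL to MAT (2.25 DTU), from TCQ to PEM (2.19) and from LEE to LEM (1.92), and the shortest was that from TRA to LEE (0.805). DTU were computed from the distances between stage centroids along PC1 and PC2, added up in the order of the stages. Each centroid rests on 2 libraries. The position of PEM rests on the TCQ libraries, and came to 1.31 DTU without TCQ replicate 1 and 1.52 DTU without TCQ replicate 2. In both of these fits the step from TCQ to PEM was shorter than that from LEM to LEL, so its place among the longest steps did not hold. The step from LEE to LEM spans the E180 embryos, which were not analysed here.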

Then, to determine whether individual *Brachypodium* embryo developmental stages can be matched with comparable *Arabidopsis* stages, we performed a hierarchical clustering based on the relative expression data of orthologous genes. This analysis showed that transcriptomes of classes of embryo stages are more similar between species than with different stage classes within species. While the embryo stages between these two species cannot be directly matched, they can be roughly classified into three distinct developmental phases, i.e., early, middle, and late embryogenesis, irrespective of plant species (Fig. 3E). Within each developmental phase, tissues are clustered by species rather than stages, suggesting obvious species-specific transcriptome signatures. Furthermore, intraspecific embryo transcriptome comparisons also reveal that early and late embryogenesis are more conserved between species, and these are separated by a phase of dramatic differences in gene expression (Fig. 3F).

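Within Brachypodium, the expression profiles of successive analysed stages correlated above 0, and least between LEE and LEM. The stage means of the 21368 genes, standardized per gene, correlated with r = 0.34 between TCQ and PEM, 0.57 between PEM and TRA and 0.55 between TRA and LEE. Between LEE and LEM r was 0.06, with the E180 embryos sampled between these stages not analysed here. The correlation rose again to 0.48 between LEM and LEL and 0.53 between LEL and MAT. By the number of genes changed, LEE to LEM (11894) was no larger a step than TCQ to PEM (12197) or LEL to MAT (12025). Early and late stages were opposed, with r = -0.67 between TRA and LEL, -0.66 between PEM and LEL and -0.38 between TCQ and MAT. These are correlations across genes, which are not independent replicates, and the standardizing of each gene over 7 stages itself pulls unrelated stages below 0. The Arabidopsis stages were not analysed here.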

### Conserved and diverged functions during embryo stages across angiosperms

To study the deep phase conservation and divergence in terms of gene expression between *Arabidopsis* and *Brachypodium* embryo development, we mapped the expression profile of each gene to one of the developmental phases, i.e., early, middle and late embryogenesis, to identify phase-specific genes of which expression was restricted to one of these three developmental phases (Fig. 4A–D, I–L). 

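In Brachypodium, 5769 genes (27.0% of those that differed among embryo stages) followed the early phase, 1144 (5.35%) the middle phase and 5707 (26.7%) the late phase. The median early gene went from 4.26 log2 CPM at TCQ and 4.33 at PEM to 1.25 at MAT, and 2653 early genes had their highest mean at TCQ. The median middle gene rose from 2.79 at TCQ to 4.33 at LEE and 4.28 at LEM and was back at 2.51 at MAT. The median late gene rose from 2.08 at TCQ to 4.36 at MAT, and 4058 late genes had their highest mean there. A gene entered a phase when its fitted curve over DTU had a correlation of at least 0.8 with a falling line, a triangle or a rising line. The paper's text does not name its threshold, and with 0.9 in place of 0.8 the phases held 3490, 431 and 3689 genes, while with 0.7 the middle phase held 1922. By a test of the slope along DTU in limma, 9410 genes rose and 9737 fell.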

We next compared the patterns of orthologous genes between the two species and found that phase specificity of orthologs was much more prominent in early and late embryogenesis than in middle embryogenesis (Fig. 4E–H), consistent with the results of the interspecific transcriptome comparison (Fig. 3F). Gene Ontology (GO) enrichment analysis indicates that the early phase is enriched for ribosome, translation and DNA replication which are associated with cell growth and proliferation (Fig. 4M, N and Supplementary Fig. S7). In contrast, the late phase is enriched for various enzyme activities, transporters and signaling which reflect a cell type-specific status, suggesting that this phase is characterized by genes expressed in differentiated and specialized cells (Fig. 4M, N and Supplementary Fig. S7). Compared to the early and late phases, the transcriptomes of middle embryogenesis of *Arabidopsis* and *Brachypodium* are less correlated, with only few overlapped phase-specific orthologous genes (Figs. 3F and 4G). Those limited gene sets are enriched in chloroplast-related GO functional terms (Supplementary Fig. S8). Thus, while the mid-embryo development phase is morphologically and transcriptionally divergent between *Arabidopsis* and *Brachypodium*, a common characteristic is active chloroplast development.

**Fig. 4:**
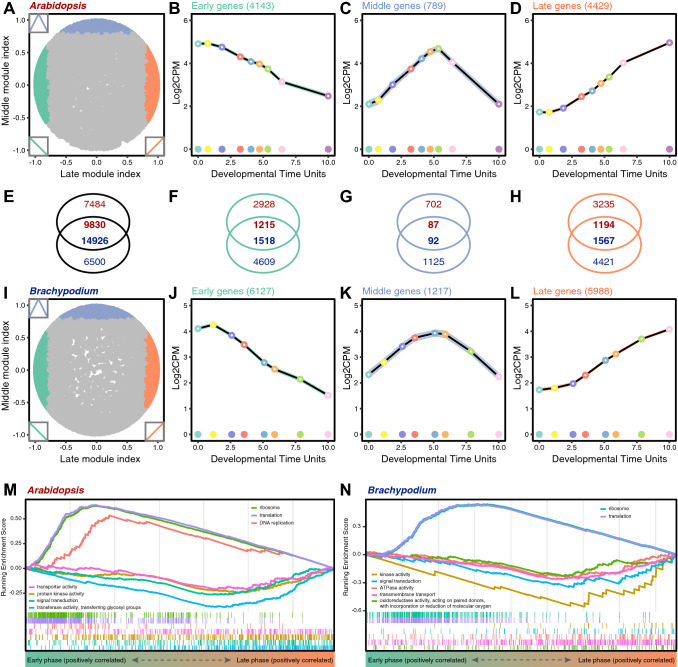
Phase-specific gene expression and functional enrichment. (**A**, **I**) Landscapes show the correlations between gene expression profiles and two hypothetical perfect modules: middle (*y* axis) and late (*x* axis) modules, during embryogenesis in *Arabidopsis* (**A**) and *Brachypodium* (**I**). Each spot corresponds to an *Arabidopsis* (**A**) or *Brachypodium* (**I**) gene. The inset graphics show the perfect modules which are used to calculate the correlations. Three sets of phase-specific gene expression are plotted and colored according to the assigned phases, i.e., early (cyan), middle (blue) and late embryogenesis (orange) in *Arabidopsis* (**B**–**D**) and *Brachypodium* (**J**–**L**). The number of overlapped orthologous genes for each set is also indicated (**E**–**H**). Gene set enrichment analysis (GSEA) shows the gene sets which are highly correlated with early or late phases in *Arabidopsis* (**M**) and *Brachypodium* (**N**)

Next, we asked if the middle phase between the early and late embryogenesis is enriched in specific gene families in a species-dependent manner. To achieve this, we first downloaded a collection of gene families of *Arabidopsis* from TAIR (www.arabidopsis.org) and identified homologs in *Brachypodium* by a best blast hit approach. Gene set enrichment analysis (GSEA) indicates a similar result with previous GO enrichment for early and late phases (Supplementary Fig. S9). As for the middle phase, we indeed found species-dependent enriched gene families except for two common families, zinc finger homeodomain (ZF-HD) transcription factor (TF) family and Golden2-like (G2-like) TF family (Supplementary Fig. S10). Interestingly, mid-embryogenesis in *Arabidopsis* is enriched for two gene families, *ASYMMETRIC LEAVES2* (*AS2*) and *LATERAL ORGAN BOUNDARIES* (*LOB*), that function in the organ asymmetry and boundary formation (Iwakawa et al. 2002; Semiarti et al. 2001; Shuai et al. 2002), respectively (Supplementary Fig. S10C). Mid-embryogenesis in *Brachypodium* is enriched for the *GROWTH REGULATING FACTOR* (*GRF*) family, which can interact with CUP-SHAPED COTYLEDON (CUC) to promote cotyledon separation in *Arabidopsis* (Lee et al. 2015) (Supplementary Fig. S10D). These results suggest that, while early and late phases are characterized by shared functional programs, the middle phase of embryogenesis is marked by the expression of genes involved in lineage-specific body plans.

### Developmental heterochrony of *B. distachyon* and *A. thaliana* embryogenesis

Among the enriched gene sets in early and late embryogenesis, we identified several TF families. Interestingly, there was a clear difference between *Arabidopsis* and *Brachypodium.* In *Brachypodium*, the GL1 enhancer binding protein (GeBP), MADS-box, Homeobox, CCAAT-HAP5, Alfin-like, MYB and NAC gene families were all enriched in early and late stages (Supplementary Fig. S9B). None of these were enriched in the early phase of *Arabidopsis* embryogenesis (Supplementary Fig. S9A). Instead, we noticed that the Homeobox TF family was enriched in the middle-to-late phase of *Arabidopsis* embryo development (Supplementary Figs. S9A and S10C). Correlation of gene expression with embryo development further confirmed the expression divergence of this gene family between *Arabidopsis* and *Brachypodium* embryogenesis (Supplementary Fig. S11A, C). The same pattern was observed for the bHLH TF family, although this family was not significantly enriched in early embryogenesis in *Brachypodium* (Supplementary Fig. S11B, D). This finding suggests heterochronic genome-wide expression patterns between these two species for transcription factor families. Given that several members of these two TF family are key regulators of embryo patterning and tissue specification (Ito et al. 2002; Radoeva et al. 2019; Tsuda and Hake 2016), it is possible that the embryo patterning process is heterochronic between these species.

To further dissect heterochrony of early embryogenesis between *Arabidopsis* and *Brachypodium*, we initially mapped all *Brachypodium* genes encompassing a Homeodomain (PF00046 and PF05920) on a gene expression phasigram, which was constructed by sorting the gene expression peak along the DTUs and compared with that of *Arabidopsis* (Fig. 5A). We found that most *Brachypodium* Homeobox genes, of which the expression is restricted to early embryogenesis, have corresponding *Arabidopsis* homologs that are highly expressed at the middle-to-late stage of embryogenesis (Fig. 5A). Thus, most HD-containing transcription factors that are known to control Arabidopsis embryo development, for which a clear ortholog can be identified in *Brachypodium*, show earlier expression in *Brachypodium* than in *Arabidopsis*. 

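The homeodomain genes labelled in Fig. 5 differed in timing. The WUSCHEL-related homeobox genes WUS, WOX5 and WOX9, regulators of stem cells and of embryo polarity in Arabidopsis, all fell from the early stages on. Their slopes were -0.61 log2 CPM per DTU (SE 0.02, adjusted p = 3.6e-13 from limma) for WUS, -0.66 (SE 0.03) for WOX5 and -0.99 (SE 0.01) for WOX9, and the curve of each followed the early phase. The KNOX genes STM and KNAT1, which keep shoot meristem cells undifferentiated in Arabidopsis, were highest at LEE and TRA. STM had a slope of 0.33 (SE 0.04, adjusted p = 5.7e-07) from its low levels at TCQ and PEM, with a change of -2.08 from LEE to LEM (adjusted p = 0.0011), and KNAT1 followed the middle phase with a correlation of 0.897. Other homeodomain genes were not analysed here, since the sources used do not pair them with identifiers.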

Similar patterns could be observed in other TF families (Supplementary Fig. S12). Thus, if these TF homologs are functionally conserved between the two species, the homologous developmental process may occur earlier in *Brachypodium*.

**Fig. 5:**
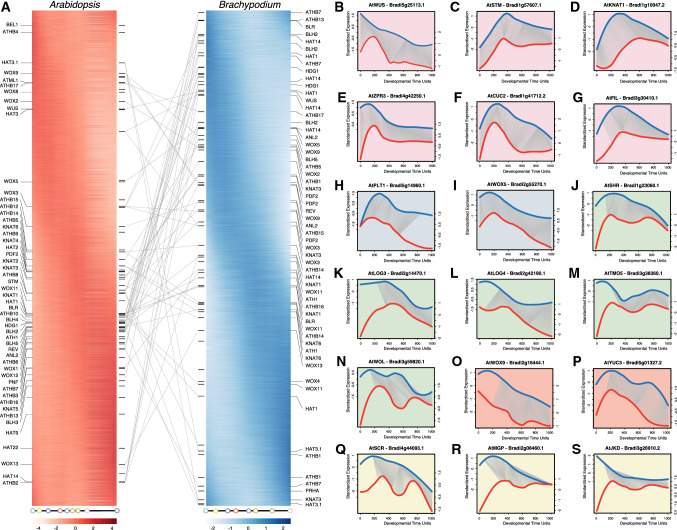
Phased gene expression and dynamic timing warping expression profile alignments. (**A**) *Arabidopsis* (left, red) and *Brachypodium* (right, blue) homeobox genes are sorted by their expression peaks along embryonic development. All Homeobox family members that are expressed during *Arabidopsis* and *Brachypodium* embryogenesis are mapped to the phasigrams. The lines connect homologous gene pairs of *Arabidopsis* and *Brachypodium*. (**B**–**S**) DTW alignments show comparable expression patterns of cell lineage markers for shoot apical meristem (**B**–**G**; pink shading): WUS, WUSCHEL (**B**), STM, SHOOT MERISTEMLESS (**C**), KNAT1, KNOTTED-like 1 (**D**), ZPR3, LITTLE ZIPPER 3 (**E**), CUC2, CUP-SHAPED COTYLEDON 2 (**F**), FIL, FILAMENTOUS FLOWER (**G**); quiescent center (**H**, **I**; blue shading): PLT1, PLETHORA 1 (**H**), WOX5, WUSCHEL-RELATED HOMEOBOX 5 (**I**); vascular tissue (**J**–**N**; green shading): SHR, SHORT ROOT (**J**), LOG3, LONELY GUY 3 (**K**), LOG4, LONELY GUY 4 (**L**), TMO5, TARGET OF MONOPTEROS 5 (**M**), WOL, WOODEN LEG) (**N**); suspensor (**O**, **P**; orange shading): WOX9, WUSCHEL-RELATED HOMEOBOX 9 (**O**), YUC3, YUCCA 3 (**P**); and ground tissue (**Q**–**S**; yellow shading): SCR, SCARECROW (**Q**), MGP, MAGPIE (**R**), JKD, JACKDAW (**S**)

### Comparable patterns of activity for developmental regulators across angiosperm embryogenesis

After establishing that there are strong similarities in genome-wide gene expression during early and late embryogenesis and heterochronic expression of several TF families between *Brachypodium* and *Arabidopsis*, we set out to explore more systematically the correlation between temporal expression patterns of orthologous genes. We performed a dynamic time warping (DTW) expression profile alignment analysis. This analysis will compare the overall expression profiles between two time-series and calculate a DTW distance which is insensitive to local compression and stretches (Giorgino 2009). A low or high DTW distance suggests that a gene pair has a similar or dissimilar expression profile, respectively, between these two time-series datasets (Supplementary Fig. S13A). Comparative enrichment analysis shows that genes with low DTW distances are enriched in genes involved in cell proliferation, such as “DNA replication,” “cell division,” and “THO complex,” of which the expression patterns are correlated with early embryogenesis and the genes annotated with “embryo development ending in seed dormancy” and “seed development” that are normally positively correlated with seed maturation (Supplementary Fig. S13B). These results are consistent with the results above that the fundamental processes in early and late phases during embryogenesis are relatively conserved between *Arabidopsis* and *Brachypodium*.

Although *Arabidopsis* and *Brachypodium* share a conserved developmental program regarding the fundamental processes in early embryogenesis, it is unclear how embryo patterning events, like the establishment of polar axes and the initiation and maintenance of shoot and root apical meristems (SAM and RAM), compare between species. Therefore, we surveyed DTW expression profile alignments and focused mainly on gene pairs of which the *Arabidopsis* homolog is well-known for its expression pattern and role in controlling embryo patterning. Surprisingly, we found that genes involved in SAM specification shared largely comparable temporal expression patterns between *Arabidopsis* and *Brachypodium* (Fig. 5B–F and Supplementary Fig. S14A, B), as well as genes for quiescent center (QC) specification (Fig. 5G, H). 

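All 6 genes that Fig. 5 assigns to the SAM were measured, and 5 of them had their highest mean at TCQ, PEM or TRA. WUS (Bradi5g25113.1) was highest at TCQ with 2.52 ± 0.05 log2 CPM (SD, n = 2) and was listed at its floor in both LEL and both MAT libraries. ZPR3 (Bradi4g42250.1) peaked at PEM with 4.69 ± 0.04 and was at -1.28 ± 0.38 by LEE. The organ boundary gene CUC2 (Bradi1g41712.2), KNAT1 (Bradi1g10047.2) and the polarity gene FIL (Bradi3g30410.1) were highest at TRA, with 5.71 ± 0.03, 6.47 ± 0.14 and 7.73 ± 0.10, and FIL was close to its peak at LEE (7.69 ± 0.28). STM (Bradi1g57607.1) was below 1 CPM at TCQ (-2.09 ± 0.39) and PEM (-1.46 ± 0.58) and reached 3.94 ± 0.16 at TRA and 4.91 ± 0.22 at LEE. Of the QC genes, WOX5 (Bradi2g55270.1) rose from 4.51 ± 0.13 at TCQ to 6.48 ± 0.08 at PEM, and PLT1 (Bradi5g14960.1), a regulator of root stem cells, from 2.58 ± 0.14 at TCQ to 5.53 ± 0.03 at TRA. WOX5 was down to -0.08 ± 0.85 at MAT, whereas PLT1 was at 3.39 ± 0.12 there. Each of these 8 genes differed among the embryo stages, with adjusted p from 2.3e-12 for CUC2 to 2.2e-09 for STM (limma F-test). The Arabidopsis profiles were not analysed here.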

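SCR, MGP and JKD, transcription factors that act with SHR in patterning the Arabidopsis ground tissue, fell over embryo development. MGP (Bradi2g08460.1) was at 5.38 ± 0.07 log2 CPM (SD, n = 2) at TCQ and 7.84 ± 0.07 at TRA, and at 2.87 ± 0.28 at LEM and 0.59 ± 0.28 at MAT, with a slope of -0.68 log2 CPM per DTU (SE 0.02, adjusted p = 2.9e-13 from limma). SCR (Bradi4g44093.1) went from 6.51 ± 0.12 at PEM and 6.47 ± 0.02 at TRA to 4.01 ± 0.02 at LEL and 2.27 ± 0.18 at MAT (slope -0.36, SE 0.01, adjusted p = 9.4e-14). JKD (Bradi3g26910.2) was highest at TCQ (2.05 ± 0.11), below 1 CPM from TRA on (-1.04 ± 0.43), and listed at its floor in both LEL libraries (slope -0.48, SE 0.03, adjusted p = 2.5e-10).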

For the ground tissue markers, each reached their expression peaks within the early phase, but while most *Arabidopsis* genes retained expression afterwards, their counterparts in *Brachypodium* decreased dramatically afterwards (Fig. 5I–M and Supplementary Fig. S14C, D). Genes that are specifically expressed in the suspensor share a similar temporal expression pattern along with the embryo development between *Arabidopsis* and *Brachypodium* (Fig. 5N, O and Supplementary Fig. S14F). 

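WOX9 (Bradi2g16444.1), a homeobox gene needed for early embryo growth in Arabidopsis, was among the strongly expressed genes of early embryos, with 9.45 ± 0.09 log2 CPM (SD, n = 2) at TCQ, 10.66 ± 0.14 at PEM and 9.95 ± 0.03 at TRA. It was at 7.25 ± 0.23 at LEE, 4.36 ± 0.29 at LEM and 1.13 ± 0.25 at MAT. EEN also held WOX9, at 5.15 ± 0.01, and LEN held 0.50 ± 0.25. YUC3 (Bradi5g01327.2), which encodes an enzyme of auxin biosynthesis, was highest at TRA with 3.35 ± 0.30, close to 3.00 ± 0.01 at PEM, and was at -0.44 ± 0.54 at MAT. Its slope along DTU was -0.23 log2 CPM (SE 0.02, adjusted p = 2.5e-07 from limma). The SEC libraries held YUC3 at 2.69 ± 0.28, within the range of the embryo stages, and the seed coat share of embryo libraries was up to 0.464%.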

As for vascular tissue specification, gene expression patterns are similar in general, however, *Brachypodium* genes are already relatively highly expressed at the first stage during early embryogenesis compared to their counterparts in *Arabidopsis* (Fig. 5P–S). 

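The 5 vascular genes labelled in Fig. 5 peaked at PEM or TRA. WOL (Bradi3g59820.1), a cytokinin receptor gene, was already at 5.42 ± 0.18 log2 CPM (SD, n = 2) at TCQ and stayed between 4.67 and 5.98 in all stages. LOG4 (Bradi2g42190.1), which encodes an enzyme of cytokinin activation, was at 5.71 ± 0.03 at TCQ and 6.79 ± 0.08 at PEM and dropped to -0.40 ± 0.61 by LEM. At LEM 2 of the 5 genes were above 1 CPM in both libraries, against 3 at LEL and 3 at MAT. SHR (Bradi1g23060.1) rose from 3.46 ± 0.03 at TCQ to 5.38 ± 0.11 at TRA and was at 0.92 ± 0.48 at MAT. TMO5 (Bradi3g38360.1), a bHLH factor of vascular initiation, was above 1 CPM only at PEM (1.49 ± 0.05). LOG3 (Bradi2g14470.1) was at -0.15 ± 0.25 at TCQ and no higher than 0.49 ± 0.09 (TRA) in embryos, but at 5.38 ± 0.13 in EEN and 5.59 ± 0.10 in LEN. Its level was above the early endosperm share of the same library in each of 14 embryo libraries, from 0.283% of the EEN level in LEL replicate 1, against a share of 0.141%, to 3.53% in TRA replicate 2, against 0.243%. The late endosperm share, 0.131% of the LEN level in LEL replicate 1, was not added to this. The level of LOG3 in that library is thus not clearly above the early and late endosperm shares together. All 5 genes fell along DTU, from LOG4 with a slope of -0.73 (SE 0.03, adjusted p = 4.4e-13 from limma) to WOL with -0.09 (SE 0.02, adjusted p = 0.00032).

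**Figure D3:**
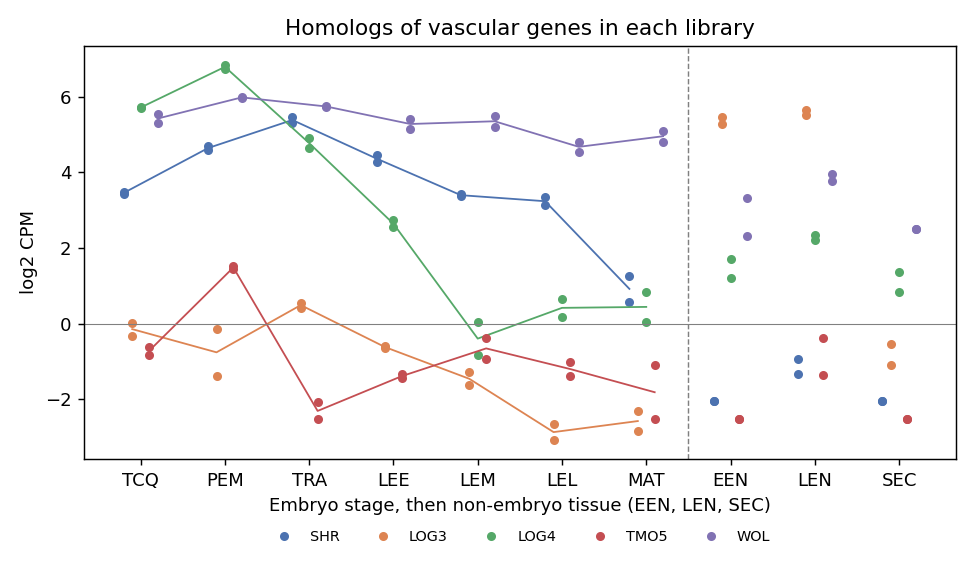
Level of 5 vascular genes in log2 CPM (y axis) in each of 20 libraries (points) by embryo stage or tissue (x axis), with lines through the stage means. WOL and LOG4 start above 5 log2 CPM at TCQ, while LOG3 is highest in early and late endosperm.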

We thus conclude, on the basis of comparative analysis of patterning genes, that the general progression of patterning is comparable between species. In addition, it appears that many patterning regulators are expressed early in *Brachypodium*, earlier than in *Arabidopsis*, and well before visible signs of organogenesis.

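Of the 18 patterning genes labelled in Fig. 5, 17 had their highest mean at TCQ, PEM or TRA, and STM had it at LEE. At TCQ 15 of them were above 1 CPM in both libraries, at PEM 16 and at MAT 10. Along DTU the slope passed the test below 0 for 15 of them and above 0 for STM, over all genes tested and also when adjusted over the list alone (limma). The study chose these genes for the known roles of their Arabidopsis homologs, in a survey of aligned profiles that included these samples. The count is therefore not taken as independent evidence of their direction. CUC2 fell with a slope of -0.35 log2 CPM per DTU (SE 0.02, adjusted p = 9.1e-11), and FIL with -0.17 (SE 0.03, adjusted p = 0.00017). PLT1 had a slope of -0.01 (SE 0.01, adjusted p = 0.39), or -0.03 (adjusted p = 0.041) without TCQ replicate 2. KNAT1 had a slope of 0.05 (SE 0.02, adjusted p = 0.062). It passed the test with quantile normalization (adjusted p = 0.046), with the replicate block (0.048), with stage rank in place of DTU (0.014), with 0.5% of the highest non-embryo tissue level subtracted (0.0496), without both LEE libraries (0.031), these 2 chosen after the data were seen, and without LEM replicate 1 (0.023), LEM replicate 2 (0.012), MAT replicate 2 (0.047), LEN replicate 1 (0.0096) or LEN replicate 2 (0.010). By phase, 11 genes were early, 2 (KNAT1 and FIL) middle and none late. From the early levels of such regulators, set beside those of their Arabidopsis counterparts, the paper proposes that many of them are expressed early in Brachypodium, ahead of visible organs. The Arabidopsis side of this comparison was not analysed here.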

### Auxin activity in early *Brachypodium* embryogenesis

The phytohormone auxin plays an important role in early embryogenesis in *Arabidopsis* (Smit and Weijers 2015). In fact, most patterning processes in the *Arabidopsis* embryo appear to depend on auxin response (Moller and Weijers 2009) and interference with synthesis, transport or transcriptional response each causing distinctive patterning defect (Friml et al. 2003; Radoeva et al. 2019; Robert et al. 2013). It has remained unclear if a similar role for auxin is conserved in monocot embryogenesis. Analysis of the DR5 gene expression reporter in maize embryos suggests that response may not occur until mid-embryogenesis (Chen et al. 2014). Given that much of the pattern formation program is active early in *Brachypodium*, we explored the potential roles for auxin.

To first ask if and when auxin-related genes are expressed in *Brachypodium* embryogenesis and to determine their similarity to *Arabidopsis* orthologs, we determined temporal profiles and DTW analysis of a number of gene families: YUC and TAA/TAR biosynthesis genes, PIN transporters, TIR1/AFB receptors, Aux/IAA repressors and ARF transcription factors (Fig. 6A). For both YUC and TAA/TAR families, we detected expression of at least one member at the earliest stages, although the peak of *BdTAA/TAR* gene expression was later than *AtTAA/TAR* genes (Fig. 6B, C). 

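A YUC gene and a TAA/TAR gene were well above 1 CPM from TCQ on. The TAA/TAR family makes the auxin precursor indole-3-pyruvate, and the YUC family turns it into auxin. Of the YUC genes, Bradi2g45105.2 was at 8.22 ± 0.08 log2 CPM (SD, n = 2) at TCQ and fell to 2.63 ± 0.26 at MAT, with a slope of -0.53 per DTU (SE 0.01, adjusted p = 1.6e-14 from limma). Bradi2g48980.2 stayed between 1.54 and 2.62. Other members came up later, such as Bradi1g00587.3 with 2.17 ± 0.26 at LEM and Bradi2g10302.1 with 2.66 ± 0.15 at LEL, and Bradi4g06427.1 was listed at its floor from TCQ to LEE. Of the TAA/TAR genes, Bradi2g04290.1 was at 3.49 ± 0.06 at TCQ and highest at LEM (5.62 ± 0.01), and Bradi2g48267.1 was below 1 CPM until TRA and highest at LEL (3.91 ± 0.04). Bradi2g34400.1, drawn as not expressed in Fig. 6B, had at most -1.38 in any embryo library. Its slope of -0.09 (adjusted p = 0.0067) was lost on the log2(CPM + 1) scale (adjusted p = 0.17) and with 0.5% of the highest non-embryo tissue level subtracted (0.84). Figure 6C labels 17 YUC genes, of which 10 were measured here. Along DTU 3 of these rose, 2 fell and 5 did not pass the test, the same numbers as when adjusted over the list alone. Bradi1g49935.1 passed with quantile normalization (adjusted p = 0.017), without LEM replicate 2 (0.016) and without LEL replicate 1 (0.018), and Bradi2g04240.3 without TCQ replicate 1 (0.0093).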

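Of the 19 PIN and PILS genes labelled in Fig. 6D, which encode auxin transporters, 13 were measured here, and 9 were above 1 CPM in both libraries at TCQ and 9 at MAT, with 7 above it at every embryo stage. Bradi4g26300.2 was among the highest, with 5.65 ± 0.11 log2 CPM (SD, n = 2) at TCQ, 7.40 ± 0.15 at LEM and 4.72 ± 0.26 at MAT. Bradi2g61980.4 stayed between 5.04 and 6.05. Bradi2g52640.1 fell from 5.80 ± 0.06 at TCQ to 0.73 ± 0.31 at LEE (slope over the series -0.35 per DTU, SE 0.04, adjusted p = 1.3e-06 from limma), and Bradi2g44987.1, listed at its floor at TCQ and TRA, reached 2.35 ± 0.11 at LEL (slope 0.66, SE 0.03, adjusted p = 1.7e-11). In all, 6 rose, 4 fell and 3 did not pass the test, also when adjusted over the list alone. Bradi1g76490.5, among those that rose (slope 0.33, SE 0.12, adjusted p = 0.018), did not pass without MAT replicate 1 (adjusted p = 0.062). Bradi4g26300.2 had a slope of -0.03 (adjusted p = 0.26) and passed without LEN replicate 1 (0.019), without LEN replicate 2 (0.018) or on the log2(CPM + 1) scale (0.036).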

Dynamics of *PIN* gene expression in *Brachypodium* was similar to that in *Arabidopsis* and suggests early transport activity that persists during embryogenesis (Fig. 6D). TIR1/AFB receptors appear present throughout embryogenesis, and likewise, multiple members of the *BdAux/IAA* and *BdARF* families are expressed throughout embryogenesis (Fig. 6E–G). 

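All 6 TIR1/AFB receptor genes were above 1 CPM in every stage. Bradi2g35720.1 was the highest, at 6.97 to 7.54 log2 CPM, with a slope of 0.00 per DTU (adjusted p = 0.75 from limma), or 0.05 (adjusted p = 0.00015) with quantile normalization. Bradi3g58327.1 rose from 3.03 ± 0.21 (SD, n = 2) at TCQ to 5.45 ± 0.03 at MAT (slope 0.26, SE 0.01, adjusted p = 2.7e-12). Of the ARF transcription factor genes, 24 were measured, all 24 were above 1 CPM at TCQ and 23 at every stage. Bradi2g59480.1 reached 9.12 ± 0.05 at TRA, Bradi1g32547.1 rose from 3.04 ± 0.05 at TCQ to 6.19 ± 0.03 at MAT, and Bradi5g27400.1 fell from 2.27 ± 0.13 at TCQ to -2.98 ± 0.58 at MAT. Of the Aux/IAA repressor genes, 26 were measured, with 20 above 1 CPM at TCQ, 17 at TRA and MAT, and 14 at every stage. Bradi2g16850.1 fell from 8.67 ± 0.05 at TCQ to 6.00 ± 0.18 at MAT, while Bradi1g09090.1 went from 2.87 ± 0.07 at PEM to 7.97 ± 0.30 at LEL. Along DTU 4 TIR1/AFB genes rose and 1 fell, 12 ARF genes rose and 11 fell, and of 25 tested Aux/IAA genes 9 rose and 15 fell, with the same counts adjusted over the list alone. The ARF gene Bradi2g19867.1 (slope -0.03, adjusted p = 0.037) did not pass with equal library medians (0.053), with stage rank (0.092) or without PEM replicate 2 (0.083), LEM replicate 1 (0.15), LEM replicate 2 (0.051), LEL replicate 1 (0.085), MAT replicate 1 (0.071) or MAT replicate 2 (0.27), and Bradi2g50120.2 passed without TCQ replicate 1 (0.033). The Aux/IAA gene Bradi5g24380.1 (slope -0.06, adjusted p = 0.034) did not pass with quantile normalization (0.16), with stage rank (0.22), without both LEE libraries (0.10) or without TCQ replicate 1 (0.054), LEM replicate 2 (0.094), LEL replicate 1 (0.061), LEL replicate 2 (0.051), MAT replicate 1 (0.094) or MAT replicate 2 (0.099). Bradi4g22050.1 (slope -0.08, adjusted p = 0.048), drawn as not expressed, did not pass with log2(CPM + 1) (0.27), quantile normalization (0.065), equal library medians (0.055), the replicate block (0.051), the fit without both LEE libraries (0.052) or 0.5% of the highest non-embryo tissue level subtracted (0.28), or without either library of TCQ, LEM, LEL, MAT or SEC, PEM replicate 2 or TRA replicate 1 (adjusted p up to 0.11 with a library left out), and Bradi3g55410.1 passed without MAT replicate 2 (0.044). From the expression of these families, with those of auxin synthesis and transport, the paper reasons that the capacity to make, move and respond to auxin is present from the earliest stages.

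**Figure D4:**
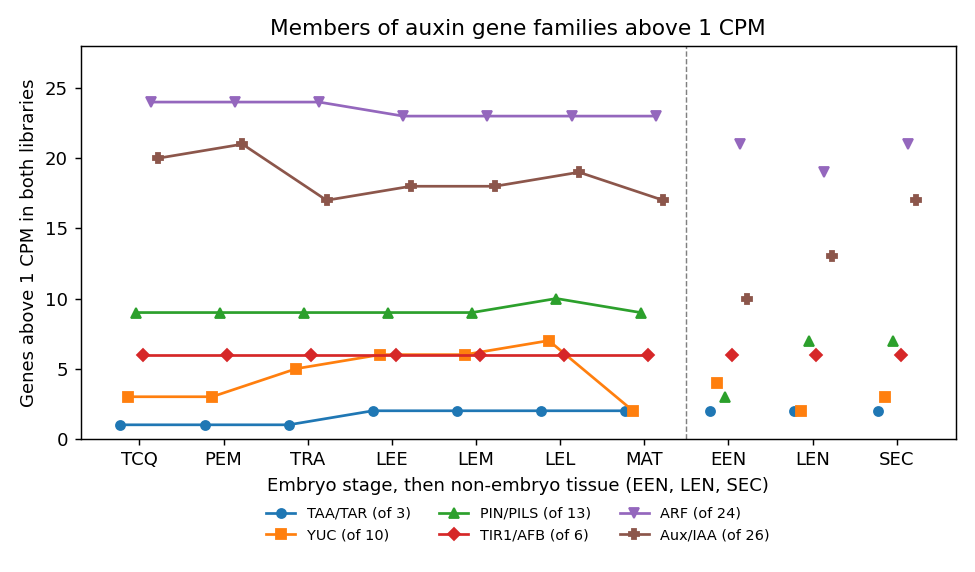
Number of family members above 1 CPM in both libraries (y axis) at each embryo stage and non-embryo tissue (x axis), points set apart sideways, for 3 TAA/TAR, 10 YUC, 13 PIN/PILS, 6 TIR1/AFB, 24 ARF and 26 Aux/IAA genes. All 6 TIR1/AFB genes are above it in each group, and the number of YUC genes goes from 3 at TCQ to 7 at LEL and 2 at MAT.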

Based on these observations, the predicted capacity to synthesize, transport and respond to auxin in *Brachypodium* is close to that in *Arabidopsis* and includes the earliest stages. Only few well-characterized auxin-responsive (output) genes have been identified in the *Arabidopsis* embryo (Moller et al. 2017; Schlereth et al. 2010; Vaddepalli et al. 2021). While for some of these, we detected similar temporal profiles of *Brachypodium* orthologs (Fig. 6 and Supplementary Fig. S15), its relevance is unclear.

**Fig. 6:**
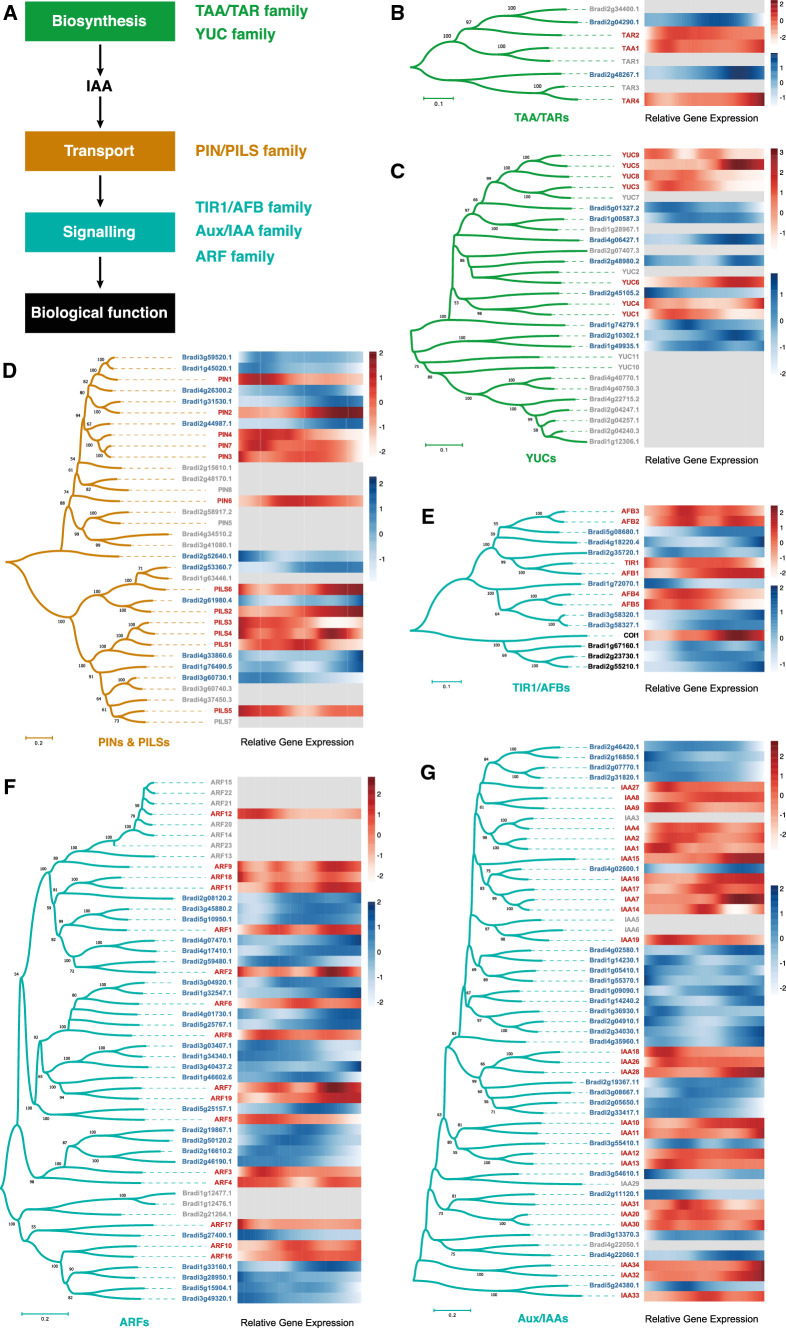
Embryonic expression of auxin-related genes in *Arabidopsis* and *Brachypodium*. (**A**) A schematic model of gene families that are involved in auxin biosynthesis (TAA/TAR family and YUC family), transport (PIN/PILS family) and signaling (TIR1/AFB family, Aux/IAA family and ARF family). (**B**–**G**) Phylogenetic trees of TAA/TAR (**B**), YUC (**C**), PIN1/PILS (**D**), TIR1/AFB (**E**), ARF (**F**) and Aux/IAA (**G**) gene families were constructed using the NJ method based on genes from *Arabidopsis* (red) and *Brachypodium* (blue). The heatmap of relative gene expression during embryogenesis is shown next to each phylogenetic tree with a white-red (lo-hi) scale for *Arabidopsis* and a white-blue (lo-hi) scale for *Brachypodium*, while genes that were not expressed were shown in gray

Given the predicted ubiquitous and early auxin activity, we explored the ability of embryos to transport and respond to auxin. To this end, we analyzed the localization of transporters PIN1a, PIN1b and SoPIN1 (*PIN1a-Citrine*, *PINb-Citrine*, and *SoPIN1-Citrine*), as well as expression of the synthetic auxin-responsive promoter DR5 (DR5-RFP) in the developing *Brachypodium* embryo (O'Connor et al. 2014).

As reported by transcriptomics (Fig. 7R), we could indeed detect each PIN protein early during embryogenesis. PIN1a and PIN1b had similar expression patterns (Fig. 7A–M), both were detected in the inner cells of pro-embryo, but PIN1a was more concentrated in the presumed vascular area (Fig. 7A–G), whereas PIN1b was expressed in a broader domain than that of PIN1a (Fig. 7H–M). Furthermore, PIN1a was expressed at a very early stage, which was temporally consistent with the RNA-seq profiling (Fig. 7R), showing a spatially polarized localization towards the one specific cell side (Fig. 7A). 

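PIN1a (Bradi1g45020.1) was at 4.69 ± 0.20 log2 CPM (SD, n = 2) at TCQ, the earliest stage sampled, and highest at PEM with 5.63 ± 0.03. It was at 4.16 ± 0.16 at LEM and 3.08 ± 0.26 at MAT, with a slope of -0.18 per DTU (SE 0.02, adjusted p = 5.3e-06 from limma). PIN1b (Bradi3g59520.1) rose by 2.02 log2 from TCQ to PEM (SE 0.17, adjusted p = 3.2e-07), where it also peaked, with 5.52 ± 0.07, and was at 4.17 ± 0.20 at MAT. It differed among the embryo stages (adjusted p = 8.5e-07, limma F-test), without a slope over the whole series that passed the test (0.01, SE 0.01, adjusted p = 0.70). The RNA was measured in whole embryos and does not show the position of PIN1a or PIN1b within them.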

Interestingly, soPIN1 had a different expression pattern, which was specifically expressed at the apical domain in the transition stage (Fig. 7N, O) and predominantly expressed at the apical domain afterwards (Fig. 7P, Q). Thus, based on polar localization of PIN proteins, the early *Brachypodium* embryo likely has the capacity to directionally transport auxin.

**Fig. 7:**
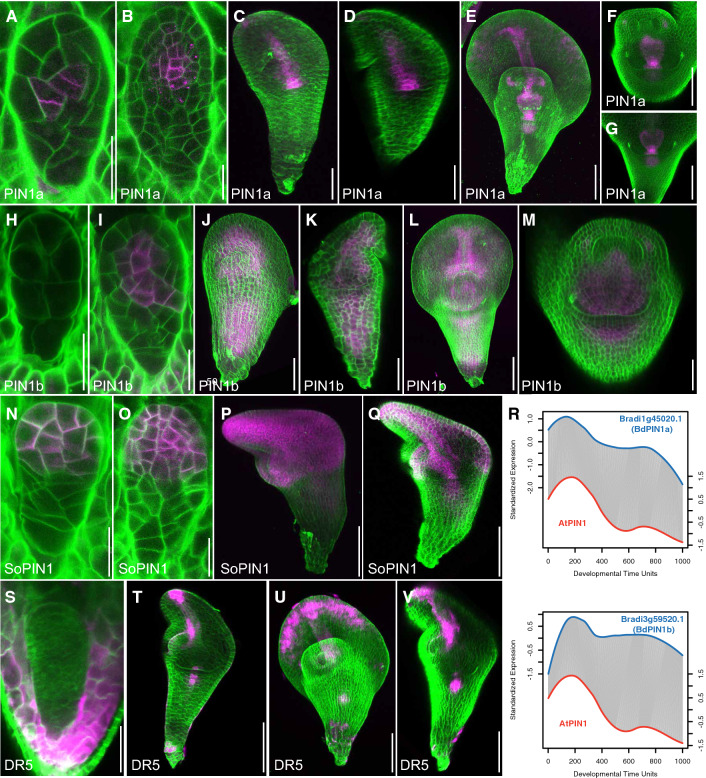
Auxin transport and response during *Brachypodium* embryogenesis. (**A**–**Q**) Localization of PIN1a-Citrine (**A**–**G**), PINb-Citrine (**H**–**M**) and SoPIN1-Citrine (**N**–**Q**) during *Brachypodium* embryogenesis. Magenta color shows PIN protein localization and green color is Renaissance cell wall staining. (**R**) DTW alignments show comparable temporal expression patterns of PIN1 and SoPIN. (**S**–**V**) Expression of DR5-GFP (magenta) in *Brachypodium* embryos. Green color is renaissance cell wall staining. Scale bars: 20 µm in (**A**, **B**, **H**, **I**, **N**, **O**), 50 µm in (**C**, **D**, **J**, **K**, **P**, **Q**, **S**), and 100 µm in (**E**–**G**, **L**, **M**, **T**–**V**)

Despite early expression of auxin biosynthesis, transport and response components (Fig. 6) and PIN localization, we did not observe DR5-RFP activity until the transition stage (Fig. 7S–V). At earlier stages, we did detect activity in surrounding maternal tissues (Fig. 7S), similar to patterns observed in *Arabidopsis* and maize (Chen et al. 2014; Robert et al. 2018). From transition stage onward, DR5-RFP was found to be expressed in the root tip, the vasculature and the tip of the scutellum (Fig. 7T). The auxin signaling at the apical of scutellum was expanded to the entire edge of scutellum in the leaf middle stage (Fig. 7U, V). At these stages, PIN patterns and DR5-RFP activity were in good agreement.

In conclusion, from transition stage onward, the *Brachypodium* embryo is marked by prominent auxin transport and response, which align well with the establishment of vascular tissue and root. At earlier stages, transcriptome analysis predicts extensive auxin activity, but the only available reporter for response could not confirm this activity.

## Discussion

Many fundamental questions related to embryo development in monocots, and by extension, to the conserved and divergent properties between monocots and dicots, have remained unanswered. Here, we have investigated the cellular patterns and gene expression of *Brachypodium* embryogenesis to address such questions. First, we analyzed the pattern of divisions in detail to address the question of whether there is regularity in early divisions. In *Arabidopsis*, most divisions in the embryo are essentially invariant, leading to near-complete predictability of the pattern formation process (Mansfield and Briarty 1991). However, this regularity is not shared with many other plants, and descriptions of maize and rice embryogenesis suggest that monocot embryos do not follow a strictly defined pattern of divisions (Chen et al. 2014; Itoh et al. 2005). Through segmentation of cells in early embryos, we find that the first two rounds of cell division in the *Brachypodium* embryo show regularity in both being asymmetric. These two division rounds set apart two small cells from which the central embryo axis likely develops. Later divisions are not strictly controlled, but do further elaborate the early pattern. This finding suggests that there may in fact be a very early pattern formation step in which a domain with distinct developmental fate is defined. Where intuitively, based on morphology, one would perhaps expect pattern formation to be delayed in *Brachypodium*. Compared to *Arabidopsis*, it may in fact commence early.

Through developing a transcriptome resource of the successive embryo stages, we were able to address this question more directly. Given the long time that has passed since the lineages giving rise to *Arabidopsis* and *Brachypodium* split from their last common ancestor, there is no simple orthology relationship between *Arabidopsis* and *Brachypodium* genes, which makes it difficult to infer developmental progression using the expression pattern of known *Arabidopsis* regulators. We therefore first asked if the global progression of embryogenesis is conserved between species. We found that it is and that particularly the early and late phases of embryogenesis share common transcriptomic features. This suggests, perhaps unsurprisingly, that the physiological and functional processes that mark early and late embryogenesis are conserved across angiosperms. At the same time, the middle phase of embryogenesis showed little global similarity between species, which correlates with the vastly different morphologies observed. Nonetheless, when exploring the temporal expression profiles of the most similar among co-orthologs and gene family members of known *Arabidopsis* developmental markers and regulators, we did find that their patterns were in fact similar. This is in itself interesting, because it suggests that the timing of expression of developmental genes can be uncoupled from their evidently different spatial patterns that dictate species-specific morphologies. At the same time, this finding suggests that regulation of development may share substantial parts of regulatory networks across angiosperms.

Our finding that early and late embryogenesis are more alike at transcriptome level between two divergent angiosperm species than middle embryogenesis is in interesting contrast to the transcriptomic “hourglass” model that was proposed based on analysis of *Arabidopsis* embryo transcriptomes (Quint et al. 2012). In this analysis, the transcriptomes of various stages of *Arabidopsis* embryos were queried for the evolutionary age of the genes that are expressed. This led to a pattern where during mid-embryogenesis (heart-torpedo stage), transcriptomes are dominated by “old” or less divergent genes. To compute transcriptome age, the presence/absence of homologs across a phylogenetic tree was scored, with genes having homologs across more divergent organism being binned in “older” phylostrata. In contrast, we did not consider transcriptome “age,” but based our analysis of divergence and similarity on the expression patterns of closest homologs between *Arabidopsis* and *Brachypodium* based on best BLAST hits. Therefore, our study identifies similarity patterns irrespective of transcriptome “age.” It is well possible that many of the genes with shared patterns across the two species are in fact angiosperm-specific and thus part of a “young” phylostratum. A deeper analysis of transcriptome age across these two angiosperm embryo series will be informative in enriching the hourglass model.

A notable observation was that there appears to be a clear heterochrony of embryo development between *Arabidopsis* and *Brachypodium*. Based on the expression patterns of large transcription factor families, and other developmental regulators, patterning may occur earlier in *Brachypodium* than in *Arabidopsis*. This is counterintuitive given the lack of early discernable landmarks of embryo patterning in *Brachypodium*, but does align with the finding that the first divisions in the *Brachypodium* embryo are highly regular. We predict based on these findings that the embryo patterning process occurs early in *Brachypodium* and expect that future investigation of expression patterns of developmental regulators will shed light on the spatiotemporal establishment of cell fates and their regulation.

In *Arabidopsis*, one such regulator is the plant hormone auxin. This small molecule has been implicated in many aspects of embryo development (Moller and Weijers 2009; Smit and Weijers 2015), but based on analysis of the auxin response reporter DR5 in maize, it is questionable if there is active signaling in early embryonic stages (Chen et al. 2014). As was found in the earliest steps of maize embryogenesis (Chen et al. 2014), we also find expression of all components in auxin biology throughout embryogenesis, but the DR5 reporter was likewise not active until transition stage. Active signaling can only be inferred from the expression of genes that are activated by auxin response, of which very few are known, even in *Arabidopsis*. Thus, also in *Brachypodium*, it remains an open question whether early embryonic stages feature auxin response, and if so, whether it contributes to patterning. We do find that the PIN1 proteins, i.e., BdPIN1a, BdPIN1b and BdSoPIN1 (O'Connor et al. 2014), are expressed and polarized early during *Brachypodium* embryogenesis. This suggests that at the very least, all hallmarks for active auxin homeostasis, transport and response are there, which makes it rather unlikely that this system is not used during early embryogenesis. One notable difference between *Arabidopsis* and *Brachypodium* though is the absence of the PIN3/4/7 clade in the latter. These PIN proteins are prominently active in the early *Arabidopsis* embryo (Friml et al. 2003 and may endow the dicot embryo with unique regulatory abilities. The reporter used to measure auxin response, DR5, is a direct repeat of a medium-affinity binding site for ARF proteins (Boer et al. 2014; Ulmasov et al. 1997), and it is possible, likely even, that this element topology only reports part of the auxin response system. The use of new, high-affinity binding sites with different topologies (Liao et al. 2015) may help to address the question of whether auxin response contributes to early embryo development.

Lastly, our study provides an expression resource for probing genes activity during *Brachypodium* embryogenesis. After maize (Yi et al. 2019) and wheat (Xiang et al. 2019), it is one of the few such resources in monocots, particularly in a non-domesticated species. We expect that deeper analysis will help provide insights into the unique biology of the monocot embryo.

## Materials and methods

### Plant materials

*B. distachyon* Bd21 plants were grown in growth chambers under long-day conditions of 16 h of light, 22 °C and 8 h of dark, 20 °C, with light intensity of 100–120 μmol^−2^ s^−1^ (Philips high-output F54T5/835-841 bulbs) for the whole life cycle. Spikelets were emasculated and pollinated at the flowering stage to ensure sufficient and developmentally coordinated grain production for embryo isolation.

### Microscopy

Embryos were cleared in chloral hydrate solution (8:1:2, chloral hydrate/glycerol/water, w/v/v) and viewed with a Leica DMR compound microscope with Nomarski optics. Images were captured using a MagnaFire camera (Optronics) and were edited in Adobe Photoshop CS (Xiang et al. 2011b). Scanning electron microscopy was performed as described previously (Venglat et al. 2011; Xiang et al. 2019) for isolated embryos. For the *Brachypodium* grain, longitudinal hand sections through the grain were made prior to submerging the samples in 25 mM PIPES, pH 7.0, containing 2% (v/v) glutaraldehyde for 2 h. After several washes, the samples were fixed in 2% OsO_4_ in 25 mM PIPES for 2 h, washed and dehydrated in ethanol (30, 50, 70, 95 and three 100% exchanges).

After sample dehydration, substitution to amyl acetate was performed with increasing ratios of amyl acetate to ethanol (spanning 1:3 parts [v/v], 1:1 [v/v], 3:1 [v/v], then two pure amyl acetate exchanges). All solvent exchanges were separated by 15 min. Samples were critical-point dried with solvent-substituted liquid CO_2_ (Polaron E3000 Series II), mounted on aluminum specimen stubs with conductive carbon glue (Ted Pella) and rotary coated with 10 nm of gold (Edwards S150B sputter coater). Imaging was performed with a 3-kV accelerating voltage, 10-μA current and 12.2-mm working distance on a field emission scanning electron microscope (Hitachi SU8010).

### Embryo, endosperm and seed coat isolation

Embryo isolation was performed as described for wheat and *Arabidopsis* previously (Xiang et al. 2011a, 2019). For endosperm isolation, the seed coat and embryo were removed from the grain and the remaining endosperm was kept for RNA isolation. For seed coat isolation, the embryo and endosperm were manually removed, and the remaining seed coat was kept. For each embryo sample in early stages of development, ~ 50 embryos were pooled in each biological replicate sample. For each sample in late embryo stages, a minimum of 20 embryos were pooled in each biological replicate sample. A minimum of 20 grains were used for seed coat and endosperm isolation in each biological replicate sample.

To prevent contamination of early stages of embryo mRNA (in the two-cell, pre-embryo and transition stages) by the seed coat and endosperm, we performed the isolation of embryos by puncturing a hole in the grain placed in Petri dishes containing 4.8% sucrose solution + 0.1% RNAlater (Ambion Cat# AM7020). This approach enabled the separation of the micropylar region that houses the early stage embryo from the seed coat, and the subsequent isolation of the embryo within the micropyle separated from the endosperm cells. After one single embryo was isolated from the grain, it was transferred using a pipette to a mini petri dish, followed by gentle agitation to separate any attached debris. To ensure removal of the remaining debris, each embryo was transferred to the fresh isolation buffer in a mini petri dish for at least three rounds of sequential washing steps. All washing steps were performed on ice and inspected with a dissecting Leica microscope. After all washing steps, embryos were transferred to Eppendorf tubes on dry ice using fine glass pipettes. To test the efficacy of our isolation procedure for obtaining clean embryos (without significant contaminating endosperm or seed coat tissues), randomly selected embryos were placed on a glass cavity slide in a large droplet of water, within the confines of a well (created by a Mini PAP pen, Invitrogen Cat# 008877) and coverslip, and inspected.

### RNA isolation and antisense RNA amplification

Total RNA was extracted from embryo, endosperm and seed coat of different developmental stages following the protocol provided by the RNAqueous-Micro kit (Ambion catalog number 1927). The quantity of RNA isolated from early-stage embryos was insufficient for library preparation for RNA-seq experiments. Therefore, the mRNA from all stages was amplified and the antisense RNA (aRNA) was used for RNA-seq analysis. The mRNA amplification was conducted according to the protocol provided in the MessageAmp aRNA kit (Ambion catalog number 1750).

### Transcriptome analyses

For RNA-seq profile analysis, we prepared Illumina mRNA-seq libraries using the TruSeq RNA kit (version 1, rev A). Libraries were prepared with aRNA according to the manufacturer’s instructions. For HiSeq 2000 sequencing, four libraries were pooled per sequencing lane. After quality control, read filtering and base correction for the raw read data, we used the clean read data to quantify the expression of representative gene model, the JGI v3.1 annotation of *B. distachyon* Bd21 downloaded from the Phytozome database (http://phytozome.jgi.doe.gov/), using Salmon version 0.13.0 in mapping-based mode with mapping validation (Patro et al. 2017). Read counts were used as the input for differential expression analysis using the Bioconductor package edgeR version 3.24.3 (Robinson et al. 2010). For the time-course data analysis, one-way analysis of variance (ANOVA)-like testing was performed using the glmQLFTest function in edgeR with an FDR cutoff of 0.05.

Sample pseudotime indexing was performed as described in previous studies with some modifications (Leiboff and Hake 2019). Specifically, all of the differentially expressed genes were used to separate samples on a PCA plot for each species. Then, each developmental stage was assigned a location using the centroid value and adjacent centroids were linked using straight lines, producing an expression trajectory. Finally, the rank and distance along the developmental trajectory were used to calculate a developmental time units (DTU) value, scaled from 0.0 to 10.0.

For temporal phased gene expression profiling (Levin et al. 2016), we standardized the logCPM profile by subtracting the mean and dividing by the standard deviation. Then, we calculated the fitted curve for each gene and interpolated the curve into 1000 points along its pseudotime metric for smooth and continuous comparisons. Next, we calculated the correlation between each gene’s expression profile and two perfect modules, late and middle modules. Since the expression profile was standardized, genes formed a circle as shown in Fig. 4, with *x*- and *y*-axis represented the correlation with the late and middle module, respectively.

To generate a phasigram (Leiboff and Hake 2019; Levin et al. 2016), we perform a PCA analysis for separating genes based on the standardized expression data. The first two components, component 1 and component 2, were used to draw the PCA plot. As the expression dataset was standardized, the genes form a circle. Then, the atan2 function was used to order genes based on the time of expression peak, producing the phasigrams as shown in Fig. 5A.

Dynamic time warping (DTW) was performed on *Arabidopsis*-*Brachypodium* gene pairs, as determined by best blast hit approach, using the standardized expression profiles as described above and the R package dtw v1.22-3 (Giorgino 2009). GO and KEGG enrichment analyses were performed using the Bioconductor package clusterProfiler version 3.10.14 (Yu et al. 2012). Heatmaps were drawn by using the R package heatmap version 1.0.12.

### Imaging of auxin reporters

Reporter lines were obtained from O'Connor et al*.* (O'Connor et al. 2014). Tissue was prepared as following: remove the lemma of the spikelet and outer layer of the ovule and excise the exposed young seed from the tip of spikelet (200–400 µm). The excised tissue was then fixed and cleared according to the published method (Ursache et al. 2018). We used a SP5 upright confocal microscope (Leica) to perform all imaging analyses. Excitation wavelengths for different fluorescence markers were as following: UV laser with 405 nm for renaissance and 514 nm for mCitrine. Images were processed using LasX (Leica) or MorphGraphX software (Barbier de Reuille et al. 2015), and visualized by Photoshop (Adobe).

### 3D segmentation

Tissue was prepared and imaged as above. The *Z*-stack depth is 0.13 µm. 3D segmentation was performed as described in previous studies (Barbier de Reuille et al. 2015).

#### Author contribution statement

D.W. was the lead investigator of this research program. Z.Z., Z.H. and D.W. designed the experiments and coordinated the project. Z.Z., P.V., D.X., P.G. and R.D. performed the experimental work and collected samples. Z.H. and J.C. performed the comparative transcriptome analyses. Z.H., Z.Z. and D.W. wrote and edited most of the manuscript. All authors have read and approved the final manuscript.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

Raw reads have been deposited in the NCBI Genome Expression Omnibus under accession number GSE168154.

How the deposited data were processed for this re-analysis (not part of the article)

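Gene expression was measured by RNA-seq in hand-dissected Brachypodium embryos of 7 stages (TCQ, PEM, TRA, LEE, LEM, LEL and MAT), early and late endosperm (EEN, LEN) and seed coat (SEC), with 2 libraries in each of these 10 groups. The paper calls the libraries biological replicates of pooled embryos or grains. Nothing in the sources used here says whether the pools came from separate plantings or dissection days, so p-values measure the spread between these libraries. The E180 and E400 embryos and all Arabidopsis data were not analysed here.

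The authors amplified the mRNA to antisense RNA, sequenced 4 libraries per lane, filtered the reads (the submitters' processing notes name CASAVA and Trimmomatic, with no versions), quantified them with Salmon 0.13.0 on representative gene models of the JGI 3.1 annotation of Bd21, and tested the counts with edgeR 3.24.3. The deposited values are log2 CPM for 23749 genes in 20 libraries, with the normalization by the authors. All columns of libraries could be matched to a sample by name. Read counts per library are not given in the sources used here and the estimated counts need not be whole, so depth is unknown and no counting interval is given. The antilogs of the values summed to 739963 to 1084752 per library. For 4781 genes the lowest value was shared exactly (within 1e-06) by at least 2 libraries. In a library, 4.77% to 17.6% of the genes were at their lowest value, whether shared or not. Floors differed between genes, from -6.90 to 2.74, so no fold is given against a group with all libraries at the floor. A floor above 0 log2 CPM passes the minimum of 1 CPM, so counts of genes above this minimum can include genes at their floor.

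The deposited log2 values were tested in R 4.3.3 with limma 3.58.1, a linear model with a mean for each of 10 groups and moderated variances with a trend on mean expression. The fit had 10 residual and 4.82 prior degrees of freedom. Genes above 0 log2 CPM in at least 2 libraries and not constant were tested (22902), and 847 were left out. F-tests covered the 10 groups and the 7 embryo stages, and contrasts covered 6 successive steps, each non-embryo tissue against the equal-weight mean of the embryo stages, and the slope along DTU. A gene is said to rise or fall along DTU by the sign of this slope, which a gene with an early or middle peak also has. The interaction of tissue with time was added after the data were examined. All p-values were adjusted by Benjamini-Hochberg within a contrast and called at 0.05. Each adjusted p in the text is from limma.

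Principal components were computed over genes that differed among embryo stages, centred and scaled to unit variance. DTU are the cumulated distances between stage centroids on PC1 and PC2, scaled from 0 to 10. For the phases, a loess curve (span 0.75, degree 2) of each gene over DTU was read at 1000 points and correlated with a rising line and with a triangle over the DTU range, with a threshold of 0.8 (a falling line is the rising line at -0.8). Libraries were clustered by average linkage on 1 - r.

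The samples, alternatives, tests and the rule for naming genes were chosen before the data were examined, apart from the additions named as such. The rule takes in every Brachypodium gene whose identifier is printed in Figs. 5, 6 or 7R. Of the larger families of Fig. 6 the text names a part, chosen after their values were seen, and gives the others as counts. The rule also takes in, where identifiers have no descriptions, at most 2 identifiers per direction and contrast, those with the largest change among genes past the threshold that reach 5 log2 CPM in the higher group and whose libraries do not overlap with those of the lower group. The identifiers were read from the pictures, with the profiles drawn there already seen. ZPR3 and SCR were read again after the identifiers of the data were seen. Of 115 identifiers read, 99 were found, 98 of them were tested, and 16 were not analysed here. A table of 31335 reference genes matched 0 identifiers, so the gene lists planned from descriptions (such as ribosome, homeobox or storage protein genes) could not be made and no gene list was tested for enrichment. The tissue a patterning gene belongs to is that of the legend of Fig. 5.

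The procedure was tested on simulated data with 200 changed genes. For TRA against PEM, 84.0% of genes changed by 1 log2 were recovered (11 false calls among 19599 genes) and 99.0% of those changed by 2 log2 (15 among 19619). For the slope along DTU, 99.5% of rising and 99.0% of falling genes of 0.3 log2 per DTU were recovered (14 false calls among 19616 genes), and of simulated phases 98.0% to 99.0%. The simulated noise was normal, independent between libraries and equal in all groups, and only genes with a mean above 2 log2 CPM were changed. The data had unequal spread between groups, correlated replicate differences and many more changed genes, so these rates need not hold for them.

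Alternatives were other filters on low values, log2(CPM + 1), quantile normalization, equal library medians, no variance trend, a replicate block, a threshold of 0.01, each library left out in turn, the matched embryo stage in place of the mean of the stages, stage rank in place of DTU, other phase thresholds and curves, and genes not scaled or not selected in the principal components. Added after the data were examined were a fit with 0.5% of the highest non-embryo tissue level subtracted from each embryo library, and a fit without both LEE libraries. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.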

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

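The interaction test and the comparison of tissue levels with embryo libraries were tests chosen only after the data were seen.

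From EEN to LEN, endosperm and embryo (TRA to LEL, the stages sampled at the same times) changed many genes differently. The change differed in 14325 of 22902 genes (62.5%; interaction in limma). In 2994 genes both changes passed the test in opposite directions, 1527 of them up in endosperm and down in embryos and 1467 the other way round, while 7275 genes changed in the same direction. Among the 98 tested genes of Figs. 5, 6 and 7R, 72 differed and 26 were opposite. A gene without any change in endosperm also counts as differing when it changed in embryos. WUS, ZPR3, PLT1 and WOX5, among the 72, had an endosperm change of 0, as genes at their floor give. LOG4 rose by 0.81 log2 in endosperm and had a change of -4.36 in embryos, WOL 1.05 and -1.07, and the Aux/IAA gene Bradi2g11120.1 2.15 and -3.18. The ARF gene Bradi5g25767.1 had -2.02 in endosperm and 2.05 in embryos, and Bradi1g34340.1 1.51 and -2.05.

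Of the 99 measured genes of these figures, which the paper describes in embryos, 10 were above 1 CPM in both libraries of a non-embryo tissue and over 2 log2 above every embryo library. In the endosperm these were LOG3 with 5.59 ± 0.10 log2 CPM (SD, n = 2) in LEN, the TAA/TAR gene Bradi2g34400.1 with 5.11 ± 0.19 in LEN, the YUC gene Bradi4g40770.1 with 7.17 ± 0.14 in EEN and the Aux/IAA gene Bradi4g22050.1 with 4.67 ± 0.39 in EEN. In the seed coat they were the Aux/IAA genes Bradi4g02600.1 (8.04 ± 0.01), Bradi2g04910.1 (7.29 ± 0.03), Bradi2g11120.1 (5.95 ± 0.28) and Bradi1g14240.2 (4.98 ± 0.03) and the PIN/PILS genes Bradi2g48170.1 (2.62 ± 0.11) and Bradi4g37450.3 (2.38 ± 0.13). Of the 10, 5 are drawn as not expressed in embryos in Fig. 6.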

How the results depend on the processing

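The carry-over subtraction and the fit without both LEE libraries were tests chosen only after the results were seen. Of 502 alternative values of 17 results, 473 stayed within 1.5 times the count or 1 SD, and 29 moved. The step from PEM to TRA held 3933 genes at a threshold of 0.01, and 4086 to 7269 with each of 20 libraries left out in turn. The step from TRA to LEE held 2524 genes at 0.01 and 2574 to 5634 with a library left out. Both fall with fewer libraries at a step or a stricter threshold by construction. PC1 and PC2 held 83.0% without scaling, 69.2% over all genes tested, 74.5% without both LEE libraries, and 71.3% to 73.5% with a library left out (SD 0.637). With a phase threshold of 0.9 there were 3490 early, 431 middle and 3689 late genes, and with 0.7 there were 1922 middle genes. PEM lay at 1.31 to 2.54 DTU with a library left out, the lowest without TCQ replicate 1. With the carry-over subtracted, 21221 genes differed among embryo stages, and the phases held 5676, 1114 and 5699. Same-numbered libraries did not deviate together across all groups (the differences between replicates correlated above 0.1 in 12 of 45 pairs of groups), but did among LEM, LEL, MAT and EEN (0.259 to 0.459). With the replicate block 22679 genes differed among groups, 21464 among embryo stages, and the steps held 12450, 7010, 5296, 12153, 8719 and 12204 genes. For the 98 tested figure genes, 6030 of 6112 values kept their call, 54 lost it and 28 gained it. A change of sign was counted only where at least 1 of the 2 fits compared passed the test, and 0 were counted. Of the 6112 values, 2815 were F-tests among embryo stages, which have no sign. The tissue contrasts among them were only those picked for lying over 2 log2 above every embryo library. The call of the slope changed at least once for 13 genes, and that among embryo stages for 8. The contrasts of all 98 genes with non-embryo tissues depended on the embryo reference. Against the matched embryo stage in place of the mean of stages, 30 of 294 changed sign, counted by the same rule, and 2 of 8445 did elsewhere. The cause was not tested. Unknown depth limits what can be said of genes near their floor. Gene lists were not tested under any setting.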

Differences from the paper's values

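No test in this part was chosen after the result was seen.

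PEM lay at 2.19 DTU here, and at about 1.2 in Fig. 3C of the paper, read by eye. Of the alternatives set before the data were examined, the fits without TCQ replicate 1 (1.31 DTU) and without TCQ replicate 2 (1.52 DTU) came within 1.5 times the paper's value. With no filter on low values (2.19), a minimum of 2 log2 CPM (2.09), log2(CPM + 1) (2.25), quantile normalization (2.06), equal library medians (2.13), the replicate block (2.19), limma without a variance trend (2.19), a threshold of 0.01 (2.16) and each other library left out (2.08 to 2.54), the value stayed farther away. The paper's trajectory also held E180 and E400, which were not analysed here.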

Other observations

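The tests on the LEE, seed coat and replicate patterns were chosen only after these had been seen, except the comparison of early with late endosperm genes and the correlation with the change from the previous stage.

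The first and last embryo stages held the highest mean of more genes than any stage between them. Of the 21368 genes that differed among embryo stages, 6205 (29.0%) had their highest mean at MAT and 4512 (21.1%) at TCQ, against 1531 (7.16%) at LEE and 1636 (7.66%) at TRA. PEM, LEM and LEL held 3422, 2265 and 1797. An end of the series takes every gene that rises or falls steadily, and stages that lie close share their peaks. TRA and LEE were the closest, 0.805 DTU apart, and the E180 and E400 embryos were not analysed here. The counts therefore depend on the stages sampled.

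Auxin response genes were also expressed outside the embryo. The 6 TIR1/AFB genes were above 1 CPM in EEN, LEN and SEC, as were 21, 19 and 21 of 24 ARF genes. Of 26 Aux/IAA genes, 10 were above it in EEN, 13 in LEN and 17 in SEC, where Bradi2g07770.1 reached 9.44 ± 0.04 log2 CPM (SD, n = 2) and Bradi2g31820.1 8.34 ± 0.01. The ARF gene Bradi4g07470.1 was at 7.15 ± 0.43 in EEN. PIN/PILS genes above 1 CPM numbered 3 of 13 in EEN and 7 in LEN and SEC.

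The LEE libraries held more early endosperm transcripts than those of the other stages. The 10th lowest share of the EEN level, among 231 genes of at least 9 log2 CPM in EEN, was 0.217% in LEE and at most 0.0515% in the others (rank and minimum were chosen after several had been viewed). Both LEE libraries had the fewest genes at their lowest value (4.77%, against 6.99% to 17.6% in the other libraries). A share taken from the lowest genes depends on this. The 10th lowest share of the LEN level was also highest in LEE, at 0.0411% against at most 0.0193%. By the 50th lowest share at 6 log2 CPM it was 0.0991% in LEE, 0.142% in LEL and 0.153% in MAT. That last value recurred exactly in LEL replicate 2 and both MAT libraries, as a gene at its floor gives. It is thus a detection limit and does not place LEE below LEL or MAT. A further comparison took genes with means below 1 CPM in all embryo stages but LEE, a selection that left only LEE free to be high. Those high in EEN but not LEN exceeded TRA and LEM in LEE by a median of 2.37 log2 (5 of 5 genes). Those high in LEN but not EEN did so by 0.28 (3 of 6), a difference of 2.09 (exact permutation test over genes, two-sided, p = 0.0195). The genes were measured in the same 2 LEE libraries and are not independent replicates. The difference has the sign that early endosperm RNA in the LEE libraries predicts. A higher background of all transcripts cannot be told apart from this, since the share rose from TRA to LEE 4.24 times for genes high in MAT, 3.34 for LEN and 4.70 for EEN at that minimum, though 1.32, 1.93 and 4.33 times at 6 log2 CPM and 1.88, 2.65 and 4.51 times at 8 log2 CPM. Transcription of early endosperm genes by LEE embryos also stays open, with rank correlations of LEE with EEN levels of at least 0.612 over 61 genes and at most 0.570 in other stages. These genes were picked for means below 1 CPM in PEM, TRA and LEM, which narrows their range there, while LEE was left free. The 0.570 was that of LEL replicate 2, where no such limit was set.

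TCQ to LEE embryos held more seed coat transcripts than later embryos. The 10th lowest share of the SEC level was at least 0.168% in each of TCQ, PEM, TRA and LEE and at most 0.0156% in LEM, LEL and MAT. A background of all transcripts as large as this share is argued against for TCQ, PEM and TRA, where the same share of the LEN level was at most 0.0135%. It was at most 0.0193% in the later stages. That does not show whether the background was higher early or late, since transcripts of LEN can also be high in late embryos. An example is Bradi4g31003.1, at 8.40 log2 CPM in LEN and 8.87 at MAT. Seed coat RNA and expression of the same genes by early embryos cannot be told apart, since the seed coat was sampled only at the time of LEL.

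The difference between replicates 1 and 2 was shared by LEM, LEL, MAT and EEN, with rank correlations of 0.259 to 0.459 across genes, which are not independent replicates. In each of these groups replicate 2 also had the lower library median and more genes at their lowest value. The medians were 2.84 and 2.79 at LEM, 2.91 and 2.86 at LEL, 2.66 and 2.61 at MAT, and 2.62 and 2.52 at EEN. So it was at PEM, by less (2.81 and 2.80), while LEE had 2.74 and 2.76. A shift of a whole library leaves rank correlations unchanged, but a difference in depth or composition was not tested. Over 1010 abundant genes the rank correlations among LEM, LEL, MAT and EEN were 0.388 to 0.809, so the shared difference was not confined to low genes. This is no test of counting noise, which is independent between libraries and would not be shared by groups. For a difference in developmental time, the correlation with the change from the previous stage was 0.265 for LEM, 0.114 for MAT and 0.0494 for LEL. These were under the 0.3 set in advance (0.589, 0.251 and 0.0702 over the abundant genes), a rule that left out the change to the next stage. With the changes to the neighbouring stages regressed out of the ranks, the correlations between the groups were still 0.223 to 0.385 (0.274 to 0.670 over the abundant genes). This does not decide whether time was the whole cause, since a linear regression on changes between stages need not remove every effect of time within a stage. A difference in developmental time thus stays open. Replicate 2 lay further along PC1 at LEM (41.5 and 61.1), LEL (91.7 and 112) and MAT (168 and 174) and less far at LEE (-34.2 and -46.7). The correlations with the change to the next stage were 0.0389 for LEM and 0.228 for LEL (0.0809 and 0.405 over the abundant genes). A shared batch, such as a dissection or amplification day, stays open too, with 0.809 between LEM and LEL but -0.557 between LEE and LEM, because no day or lane is given for a library.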
